# Changes in the nitrate assimilation pathway serve as a component of maize stress response to competition cues

**DOI:** 10.3389/fpls.2025.1617659

**Published:** 2025-09-09

**Authors:** William Kramer, Sasan Amirsadeghi, Andrew McKenzie-Gopsill, Clarence J. Swanton

**Keywords:** kin plants, low red to far-red signal, nitrogen assimilation enzymes, RNA-sequencing, shade avoidance syndrome, transporter genes, weed-crop interaction

## Abstract

The impact of plant competition cues on nitrate levels and their assimilation in major crop plants remains largely unknown. This study investigated how low red to far-red (R:FR) light, a signal of plant competition, affects nitrate levels and assimilation in maize and soybean seedlings. Maize and soybean seedlings were exposed to low R:FR light conditions (R:FR ≈ 0.5) that mimicked nearby weeds or artificial sources. Additional treatments included individual soybean seedlings subjected to a soybean canopy. Biochemical assays and RNA-sequencing were used to assess nitrate levels, assimilation-related enzymes, and gene expression. Low R:FR light led to increased leaf nitrate levels in maize by 95% and 52% compared to the weed-free control (R:FR ≈ 2.8), and in soybean by 50% and 63%, while ammonium levels remained unchanged. A 37% increase in leaf nitrate level was also observed in soybean exposed to canopy conditions. In maize, nitrate accumulation was linked to reduced activity of ferredoxin-dependent glutamine:2-oxoglutarate aminotransferase (fd-GOGAT), while activities of nitrate reductase, nitrite reductase, glutamine synthetase, and NADH-GOGAT were unaffected. RNA-sequencing of maize leaves did not show altered expression of tonoplast localized nitrate transporter genes. These findings suggest that low R:FR light, as a plant competition cue, promotes nitrate accumulation in maize and soybean, potentially by altering nitrate assimilation pathways rather than transport or storage. This response may influence crop growth and metabolism under competition stress.

## Introduction

Nitrate, as a major source of mineral nitrogen (N), regulates a wide array of plant processes including seed dormancy and germination, seedling establishment, root system architecture, shoot growth, and flowering time (Vidal et al., 2020). Plants utilize nitrate through the processes of uptake, assimilation, translocation, recycling, and remobilization to support yield (Masclaux-Daubresse et al., 2010). Nitrate uptake occurs via four elaborate processes known as constitutive high- and low-affinity, and inducible high- and low-affinity transport systems (Tsay et al., 2007; Léran et al., 2014). Nitrate assimilation to ammonium then occurs via two enzymatic reactions. Once nitrate is transported inside the cell, the assimilatory nitrate reductase (NR) catalyses the conversion of nitrate to nitrite, which is transported to the plastids either through diffusion of the protonated form (HNO_2_) or active transport of ionic form via the action of various nitrite transporters (Brunswick and Cresswell, 1988; Shingles et al., 1996; Sugiura et al., 2007). Then, nitrite reductase (NiR) catalyses the conversion of nitrite to ammonium. The assimilation of ammonium into amino acids occurs through sequential reactions of glutamine synthetase (GS) and glutamine:2-oxoglutarate aminotransferase (GOGAT; also known as glutamate synthase). The former catalyses the ATP-dependent condensation of glutamate and ammonium to form glutamine and the latter catalyses the transfer of the amide group from glutamine to 2-oxoglutarate to form glutamate using either pyridine nucleotides (NADH/NADPH) or ferredoxin (fd) as reductants (Zayed et al., 2023; Yoneyama and Suzuki, 2020; Krapp, 2015; Sherameti et al., 2002).

In plants, nitrate levels and activities of nitrate assimilation enzymes are regulated by a multitude of both external and internal factors, and in particular light (Bian et al., 2020; Umar and Iqbal, 2007; Krapp, 2015; Lillo, 2008). There is, however, a dearth of knowledge on nitrate assimilation under conditions such as weed-crop competition, where reflected far-red light from neighbouring weeds triggers the undesirable shade avoidance syndrome (SAS) that negatively affects crop yield (Huber et al., 2021). In natural ecosystems, SAS is often viewed as an adaptive response to increase the fitness of individuals through shoot and internode elongation and maximize light capture (Ruberti et al., 2012). Conversely in agricultural systems, crop plants’ expression of the SAS can reduce biomass accumulation and create a maladapted phenotype especially when weeds are removed through active management practices (Schambow et al., 2019; Page et al., 2009; Weinig and Delph, 2001). In this regard, spinach seedlings exposed to a five-day pre-harvest treatment of supplemental FR light (735 nm LED) displayed a 10-fold increase in leaf nitrate concentration compared with the control (Johnson et al., 1999). Earlier studies showed light-dependent induction of NR activity in radish cotyledons and maize seedlings (Beevers et al., 1965). Further, reversible control of NR activity by red (R) and far-red (FR) light was demonstrated in etiolated terminal buds of field peas (Jones and Sheard, 1972), rice seedlings (Sasakawa and Yamamoto, 1979), and squash cotyledons (Rajasekhar et al., 1988). In *Arabidopsis* seedlings, accumulation of NR transcripts in response to FR light corresponded to the phytochrome-mediated very low fluence response, and NR activity was strongly induced by white light (Pilgrim et al., 1993). Phytochrome-mediated NR responses have been reported in several etiolated plant species (Lillo and Appenroth, 2001) including the low fluence response of NR in maize (Sharma et al., 1994; Raghuram and Sopory, 1999). Subsequent studies showed that two downstream components of phytochrome signaling, ELONGATED HYPOCOTYL 5 (HY5) and HY5 homolog (HYH), were indispensable for phytochrome-mediated light induction of NR activity (Jonassen et al., 2008). In tobacco, coaction of nitrate and light was required for higher induction of NiR transcripts and high irradiance response of phytochrome was involved in higher NiR activity (Neininger et al., 1992). In addition, *Arabidopsis* HY5 was essential for high level expression of *NiR1* gene as well as NiR1 activity under nitrogen limited conditions (Huang et al., 2015).

Following nitrate assimilation, light also regulates the activities of enzymes involved in the conversion of nitrate to ammonia. For example, illumination of etiolated maize leaves increased the plastidic glutamine synthetase (GS) and ferredoxin-dependent glutamine:2-oxoglutarate aminotransferase (fd-GOGAT) levels (Sakakibara et al., 1992). Light is required for nitrate induction of fd-GOGAT activity in barley seedlings (Pajuelo et al., 1997), and continuous light increases the transcription and activity of fd-GOGAT in maize, when exposed to nitrate or ammonium in the environment (Suzuki et al., 1996). In addition to fluence rate, shifts in light quality are also known to induce changes in activities of GOGAT enzymes such that red light pulses induce NADH-GOGAT, whereas FR light pulses can induce fd-GOGAT (Hecht et al., 1988).

In addition to external factors, a wide array of internal cellular factors can affect shoot nitrate content. For example, nitrate transporters (NRTs) play pivotal roles in the movement and accumulation of nitrate within plant leaves (Hu et al., 2014). Notably, low-affinity NRT1, high-affinity NRT2, and nitrate and peptide transporter family member NPF2.13 (NRT1.7) are involved in the uptake, transport, and storage of nitrate, which can lead to its accumulation in leaves (Krapp et al., 2014; Dechorgnat et al., 2011; Fan et al., 2009). Chloride channel (CLC) transporters, specifically CLCa (a vacuolar nitrate transporter) plays a crucial role in nitrate accumulation in plant leaves (Hodin et al., 2023; von der Fecht-Bartenbach et al., 2010). Changes in the allocation and distribution of amino acids within the plant by amino acid transporters such as amino acid permeases (AAPs) can also affect overall nitrogen metabolism and nitrate levels in the leaves (Perchlik and Tegeder, 2018). Further, peptide transporters, which are involved in the transport of peptides and other molecules across cell membranes can affect the distribution and allocation of nitrogen within the plants and thereby impact nitrate levels in the leaves (Komarova et al., 2008).

While many environmental factors that influence nitrate levels and its assimilation have been identified, the effects of low R:FR signals emanating from neighbouring weeds or kin plants on the nitrate assimilation pathway in major crop plants remain largely unexplored. In this study, maize and soybean were exposed to biological (neighbouring weeds) and artificial (FR LEDs) sources of low R:FR light to test the hypothesis that, under resource-independent competition, the low R:FR light emitted by neighbouring weeds could affect the nitrate assimilation pathway similar to that triggered by an artificial low R:FR light source. In both plant systems, the results were consistent with the notion that nitrate accumulation is a component of SAS under resource-independent competition. The occurrence of FR light-mediated SAS under weed competition has negative outcomes particularly for crop yield (Huber et al., 2021) and the identification of critical period for weed control (CPWC) is indispensable for the conservation of crop yield potential (Knezevic and Datta, 2015). Our results raise the possibility that in environments with adequate nitrate for growth, the accumulation of nitrate in response to low R:FR signals from neighboring weeds may lead to nitrate limitation, impacting the metabolism, growth, and development of crop plants. This limitation may offer a new perspective on the empirical concept of CPWC.

## Materials and methods

### Plant material and growth conditions

Experimental plants consisted of a hybrid maize (*Zea mays* (L.) CG108 x CG102; University of Guelph) and soybean (*Glycine max* (L.) Merr. *cv* OAC Wallace; University of Guelph). Plants were raised in controlled environment growth chambers (Model CMP 6050 Conviron, Winnipeg, Canada). Growth conditions for maize and soybean were 16 h light/8 h dark, a temperature of 23°C/18°C (light/dark), a growth irradiance of 500-600 µmol photons m^-2^ s^-1^, and a relative humidity of 60%. Overhead radiation was supplied using a combination of white fluorescent tubes and 100 W incandescent bulbs (Sylvania, Washington, USA). Experimental plants were raised under three light treatments consisting of a weed-free control (R:FR ≈ 2.8), a biological low R:FR light (R:FR ≈ 0.5), and an artificial low R:FR light (R:FR ≈ 0.5). The weed-free control, biological low R:FR light, and artificial low R:FR light treatments were set up by inserting plastic tubes (8 × 18 cm, 1 L) in the centre of plastic pots (16 × 15 cm, 3.36 L; Airlite Plastics Company, Omaha, USA). Two and four drainage holes were drilled into the plastic tubes and plastic pots, respectively. For the weed-free control and artificial low R:FR light treatments, the surrounding areas were filled with baked clay granules (Turface Athletics MVP, Profile Products LLC, Buffalo Grove, USA). For the biological low R:FR light treatment, the surrounding areas were filled with a potting mix consisting of peat moss and perlite (Sunshine #4 Aggergate Plus, Sungro Horticulture, Agawam MA) and seeded (≈ 200 g m^-2^) with a commercial grass mixture of 42% red fescue (*Festuca rubra* L.), 34% Kentucky bluegrass (*Poa pratensis* L.), and 24% perennial ryegrass (*Lolium perenne* L.) (The Scotts Company LLC, Marysville, USA). The pots were well watered and fertilized every two weeks as described previously (Tollenaar, 1989). The surrogate grass was allowed to grow for two months to generate a biological source of reflected FR light prior to the start of experiments. Artificial far-red light was supplied using a combination of 13W FR bulbs (Philips, Koninklijke, N.V.) and Ray44 Fluence Bars (Fluence, Texas, USA). Maize and soybean seeds were planted in a potting mix (Sungro, Massachusetts, USA). All seeds were planted in plastic cups (8 × 10 cm W × H; 355 mL; Dart Container Corp, Mason, USA) to a depth of two cm. The plastic cups were inserted in the plastic tubes in each pot. This prevented direct resource competition between the experimental plants and the surrounding grass. Light interference was prevented by placing a corrugated plastic sheet slightly above the plant level between the pots in the control and biological low R:FR light treatments. This did not affect the free upward airflow (1.5 m^3^ min^-1^) across the growth chamber. Treatments were randomized across the growth chamber between each replication. Maize plants were grown for nine days (4-leaf-tip; i.e., Zadoks stage 4) and fertilized five times with 50 mL of full-strength Hoagland solution (Hoagland, 1933) every other day. Soybean plants were grown for 14 days and fertilized once with 50 mL full-strength Hoagland solution. For the intra-specific competition treatment, the experimental set up involved placing a cup filled with the above-mentioned potting mix at the center of a pot. The area surrounding the cup was then filled with the same potting mix to ensure that the soil level matched that inside the cup. Experiments consisted of a no kin treatment and a six kin treatment. In the no kin treatment, one soybean seed was planted in the cup and the area surrounding the cup remained intact. In the six kin treatment, a single soybean seed was planted inside the cup, while six evenly spaced soybean seeds were planted in the surrounding potting mix. The plastic cup served as a barrier to prevent direct root contact between the central and surrounding plants. Soybean plants were grown and fertilized as described earlier. Leaf tissue was consistently harvested for all assays and consisted of maize second leaves (9-day-old), soybean unifoliate leaves (11-day-old), and soybean first trifoliate leaves (14-day-old). Leaf samples were immediately frozen in liquid nitrogen and ground to a fine powder for assays or stored at -80°C for later use. The light spectral composition for all treatments was assessed at plant height. Light quantity and quality, both incoming and reflected, were measured at 10 different points within each treatment using a LI-COR-180 spectrometer (Li-COR Biosciences, Lincoln, NE, USA). For incoming light measurements, the spectrometer was positioned horizontally at plant height, facing the light sources. For reflected light measurements, it was held at the same height but facing the plants. A summary and detailed data on the light spectral composition for these treatments are presented in **Supplementary Table 1**.

### Metabolite assays

All chemicals were purchased from Sigma Aldrich Canada (Oakville, Ontario, Canada) unless otherwise stated. Nitrate was analyzed by an assay based on nitration of salicylic acid (Cataldo et al., 1975) using approximately 0.2 g of frozen ground plant tissue. The spectral absorbance of the complex formed by nitration of salicylic was measured at *A*_410_ against a blank. Nitrate concentration was determined by linear regression using a standard curve of known concentrations of sodium nitrate (0-800 µmol) and expressed as µmol nitrate per g fresh weight. Ammonium was analyzed after the charcoal treatment of acidic leaf extracts (Bräutigam et al., 2007) from approximately 0.2 g of frozen ground plant tissue. The spectral absorbance of the complex formed by the addition of phenol-sodium nitroprusside and sodium hypochlorite-sodium hydroxide solutions were measured at *A*_620_ against a blank. Ammonium concentration was determined by linear regression using a standard curve of known concentrations of ammonium chloride (0-1 mmol) and expressed as µmol ammonium per g fresh weight.

### Enzyme assays

For all enzyme assays, protein was extracted from approximately 0.1 g of frozen ground second leaf using appropriate buffer solutions, and desalted using a Sephadex G25 column (Amersham Biosciences PD-10). Protein was quantified by a modified Lowry assay (Larson et al., 1986) using bovine serum albumin as a standard (0-20 µg/µL). Previously established methods were used for quantification of activities of nitrate reductase, NR, and nitrite reductase, NiR (Wray and Fido, 1990; Ali et al., 2007), glutamine synthetase, GS (Lea et al., 1990), NADH-dependent glutamine:2-oxoglutarate aminotransferase, NADH-GOGAT (Esposito et al., 2005), and ferredoxin-dependent glutamine:2-oxoglutarate aminotransferase, fd-GOGAT (Yang et al., 2016). The activity of NR was determined using a 100 µL aliquot of the protein extract for 20 minutes at 25°C, and pH 7.5. Absorbance was measured at *A*_540_ following a 15-minute incubation of the reaction at 25°C for color development and corrected using a test blank. The amount of nitrite generated during the reaction was calculated by linear regression using a standard curve of sodium nitrite (0-10 nmol). The NR activity was expressed as µM nitrite generated per minute per mg protein. The activity of NiR was determined using a 5 µL aliquot of the protein extract for 10 minutes at 25°C, and pH 7.5. Absorbance was measured at *A*_540_ following a 15-minute incubation of the reaction at 25°C for color development and corrected against a test blank. The amount of nitrite was calculated by linear regression using a standard curve of sodium nitrite (0-10 nmol), and the NiR activity was expressed as µM nitrite consumed per minute per mg protein. The activity of GS was determined using a 200 µL aliquot of the protein extract for 15 minutes at 25°C, and pH 7.8. Absorbance was measured at *A*_540_, corrected against a test blank, and the amount of γ-glutamyl hydroxamate (GGH) was calculated using a standard curve of γ-glutamyl hydroxamate (0-300 µmol). The GS activity was expressed as µmol γ-glutamyl hydroxamate per minute per mg protein. The activity of NADH-GOGAT was determined using a 150 µL aliquot of the protein extract for six minutes at 25°C, and pH 7.5. The rate of NADH oxidation was monitored at *A*_340_ every minute against a control to correct for endogenous NADH oxidation. The NADH-GOGAT activity was expressed as µmol NADH oxidized per minute per mg protein. The fd-GOGAT activity was determined using a 100 µL aliquot of the protein extract for six minutes at 30°C, and pH 8.5. The rate of NADH oxidation was monitored at *A*_340_ every minute, and the ferredoxin-dependent GOGAT activity was verified using a control that contained all the assay components except for ferredoxin. The fd-GOGAT activity was expressed as µmol NADH oxidized per minute per mg protein.

### RNA-sequencing

For each treatment (weed-free, biological low R:FR, and artificial low R:FR light), a pool of the second leaves of maize (9-day-old) from three individual plants were harvested and replicated three times. In total, RNA was extracted from nine pooled samples using TRIzol reagent. The DNase treatment of RNA samples was performed using an RNase-Free DNase Set (Qiagen). The RNA quality and quantity were determined using an Agilent TapeStation 4150 (Agilent Technologies). The RNA libraries were constructed in three replicates with the Illumina TrueSeq RNA kit (Illumina, Inc.) as described in manufacturer’s protocol. Sequencing of the RNA libraries were performed on an Illumina sequencer (NovaSeq 6000) at the Genome Quebec Innovation Center (McGill University, Canada) to obtain ≈25 million reads per replicate. RNA sequencing data were processed using a standardized pipeline. The maize genome assembly and corresponding GFF annotation file were downloaded from Ensembl Plants (2019, Zm-B73-REFERENCE-NAM-5.0). The genome was indexed using the STAR aligner (Dobin et al., 2013, version 2.5.2b) to prepare for read alignment. Raw FASTQ files were preprocessed using Fastp (Chen et al., 2018, version 0.23.2) for quality trimming and adapter removal, ensuring high-quality input reads for downstream analysis. Trimmed reads were aligned to the indexed maize genome using STAR, allowing for multimapped reads to be appropriately handled. The aligner generated BAM files as output, which were subsequently used for quantification. Gene counts were extracted from the BAM files using the featureCounts tool (Liao et al., 2014, 2.0.1), employing the GFF annotation file for feature definitions. The resulting gene count matrix was imported into R (R version 4.2.3) for differential gene expression analysis using the DESeq2 package (Love et al., 2014, version 1.38.3). This analysis pipeline included normalization and statistical testing to identify differentially expressed genes. All software was run using default parameters unless otherwise specified, and custom scripts for data visualization and additional analyses were executed in R. Adjusted *p*-values (*p*adj) were attained within DESeq2 using the Benjamini-Hochberg false discovery rate (FDR) correction procedure and log_2_ fold change (lfc) tables were generated as described previously (Zhu et al., 2019). The RNA-seq raw reads and expression analysis were deposited in the gene expression omnibus (GEO) data repository under accession GSE213949 (https://www.ncbi.nlm.nih.gov/gds/?term=GSE213949).

### Prediction of intracellular localization of proteins

The protein sequences of DEGs encoding thioredoxins (TRXs) were obtained from maize genetics database (MaizeGDB; http://www.maizegdb.org) and the presence of N-terminal pre-sequences directing proteins to different subcellular compartments was predicted using the protein subcellular localization prediction tool WolF PSORT (https://wolfpsort.hgc.jp).

### Statistical analysis

All experiments were arranged as a randomized complete block design with six maize or soybean plants per treatment and three replications per experiment. The main treatments consisted of varying light quality (weed-free control, biological, and artificial low R:FR light). The weed-free control and low R:FR light treatments were considered the fixed effect. The block and interaction between treatment and block were considered random effects. All data were statistically analyzed with generalized linear mixed effects models in SAS v9.4 (SAS Institute, Cary, NC, USA) using the PROC GLIMMIX procedure. Data normality was confirmed using the Shapiro-Wilk test. All data were tested for ANOVA assumptions and least square means. Least squares means were calculated and the means were separated using Tukey’s Honest Significant Difference (HSD) test. The Standard errors were generated with a type 1 error of α = 0.05 to test for significance among treatments.

## Results

### Low R:FR light environments increase nitrate levels but does not affect ammonium levels in maize leaves

We investigated whether nitrate accumulation can occur in maize leaves exposed to low R:FR light from neighbouring weeds similar to that reported previously in spinach leaves (Johnson et al., 1999). We included in our experiments an artificial source of FR light and performed our experiments under resource-independent competition, where competition for incoming light, water and nutrients were excluded (**Figures 1A-F**). The biological and artificial low R:FR light treatments increased nitrate levels in maize leaves by 95% and 52% (*p*<0.05), respectively, compared with the control treatment (**Figure 1G**). In contrast, ammonium levels in the biological and artificial low R:FR treatments did not differ from that in the control treatment (**Figure 1H**). These results demonstrate that the reflected FR light from neighbouring weeds can indeed increase nitrate levels in maize leaves. Further, the increase in nitrate levels and no change in ammonium levels under the low R:FR light treatments indicate the specificity of this low R:FR light response.

**Figure 1:**
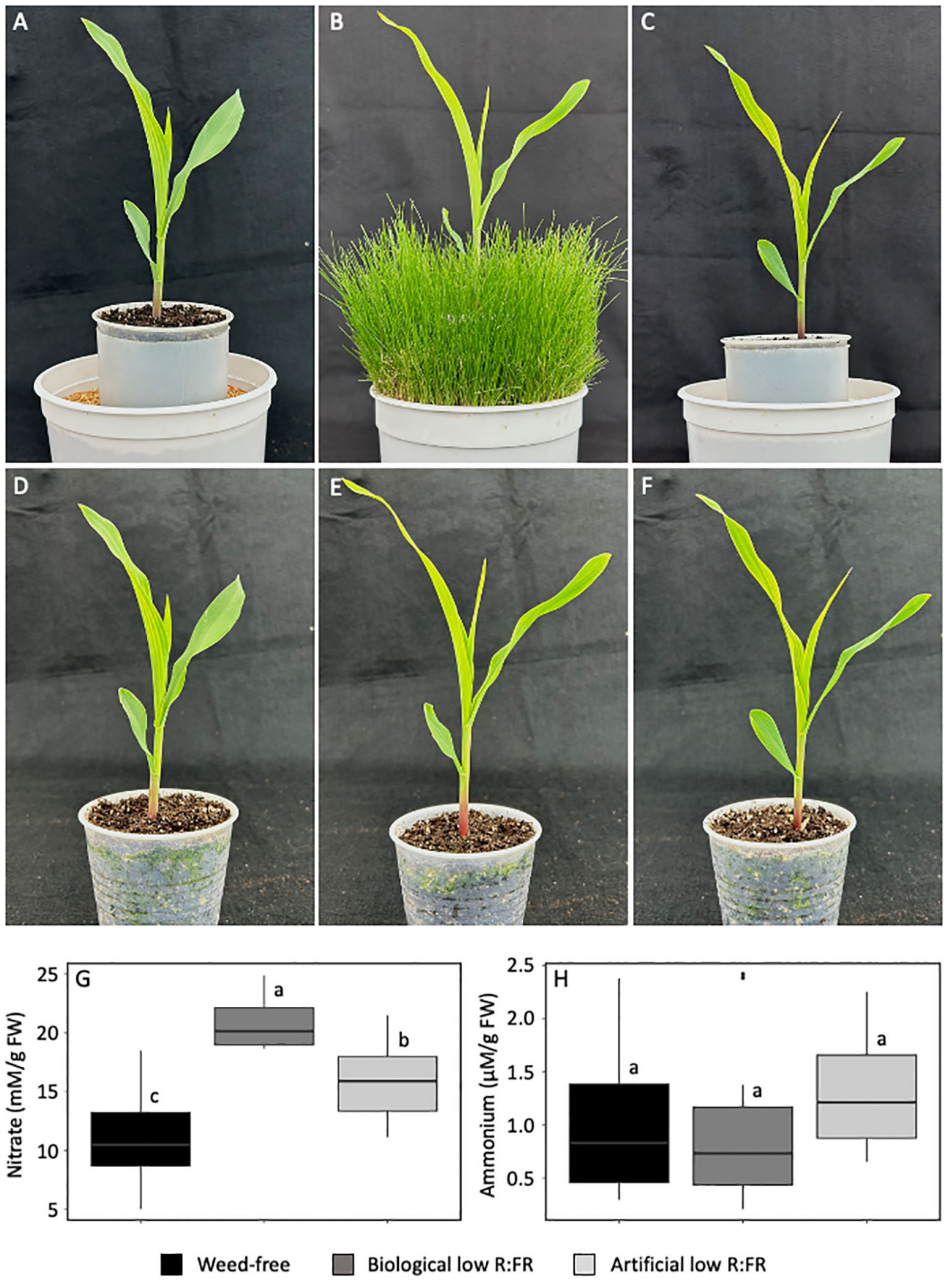
Maize seedlings (9-day-old) in the weed-free control **(A)** biological low R:FR light **(B)** and artificial low R:FR light **(C)** treatments with R:FR ≈ 2.8, ≈ 0.5, and ≈ 0.5, respectively. Plastic cups containing maize seedlings in the weed-free control **(D)** biological low R:FR light **(E)** and artificial low R:FR light **(F)** treatments were uniformly placed in the plastic tubes in the center of the pots, which prevented resource competition between maize and neighbouring weeds in the biological low R:FR light treatment. Increases in leaf nitrate levels **(G)** and no change in leaf ammonium levels **(H)** in the biological and artificial low R:FR light treatments. The data are presented as least square means ± SE from three independent experiments, each with six plants per treatment. Means were compared using Tukey’s HSD test (*p*<0.05). Letters denote statistically significant differences among treatments.

### Increase in leaf nitrate concentration occurs in soybean in response to low R:FR light

Soybean seedlings were grown in the weed-free control, biological low R:FR, and artificial low R:FR light treatments (**Figures 2A-D**), and the levels of nitrate and ammonium were measured in unifoliate leaves to investigate the differences between the responses of maize and soybean in the low R:FR light treatments. In a similar manner to maize, nitrate levels in soybean unifoliate leaves were increased by 50% in the biological low R:FR treatment and 63% in the artificial low R:FR treatment relative to the control (*p*<0.05) (**Figure 2E**). In addition, the biological low R:FR treatment did not affect ammonium levels in soybean unifoliate leaves (**Figure 2F**), which was consistent with our findings in maize leaves. Overall, these findings along with the earlier report of nitrate accumulation in spinach leaves under supplemental FR light (Johnson et al., 1999) suggest that nitrate accumulation may occur in a wider range of plant species under low R:FR light environments.

**Figure 2:**
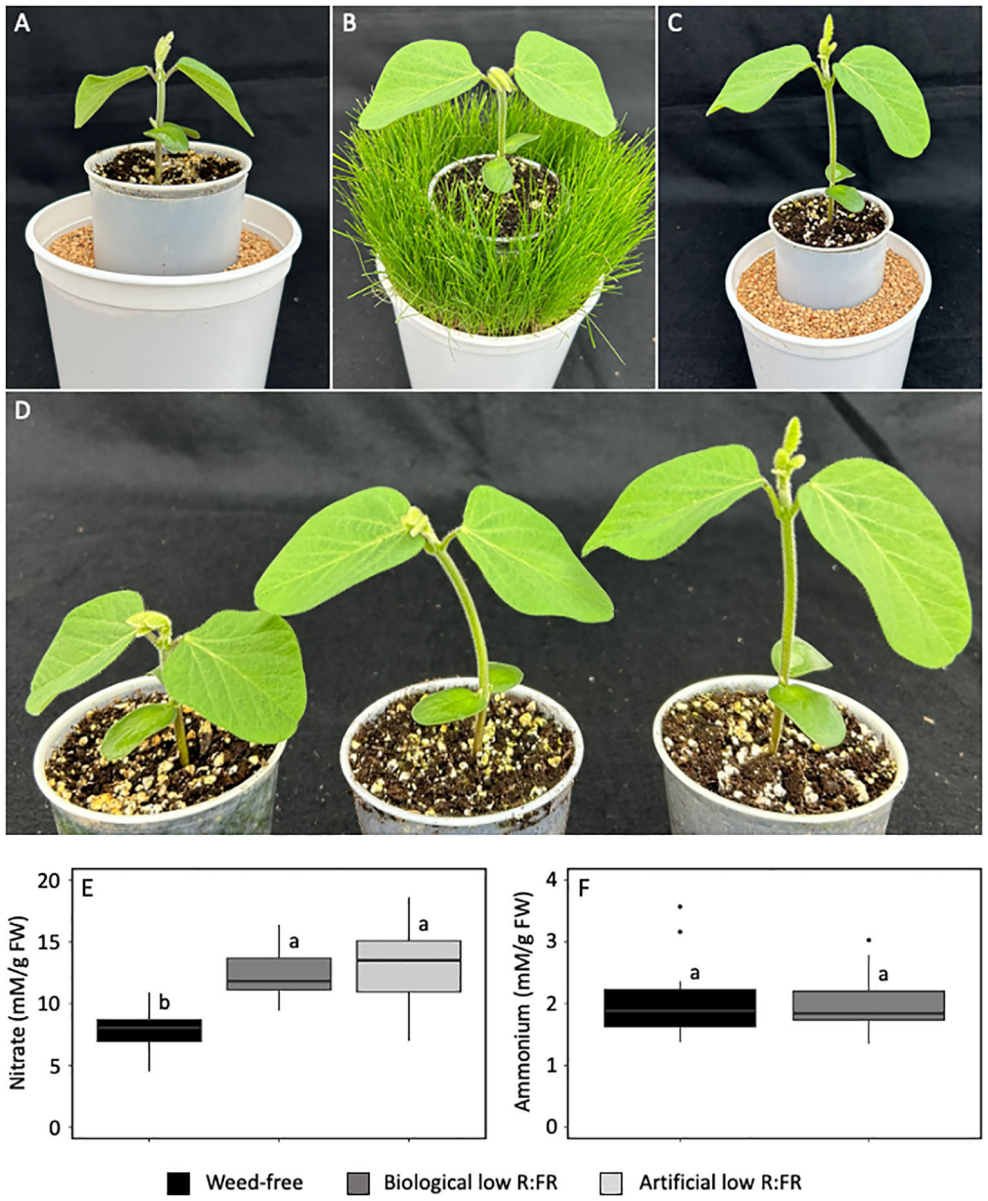
Soybean seedlings (11-day-old) in the weed-free control **(A)** biological low R:FR light **(B)** and artificial low R:FR light **(C)** treatments with R:FR ≈ 2.8, ≈ 0.5, and ≈ 0.5, respectively. Plastic cups containing soybean seedlings **(D)** show normal growth in the weed free treatment (left) and elongation growth in response to low R:FR in the biological low R:FR light (middle), and artificial low R:FR light (right) treatments. Increases in leaf nitrate levels in the biological and artificial low R:FR light treatments **(E)** and no change in leaf ammonium level **(F)** in the biological low R:FR treatment. The data are presented as least square means ± SE from three independent experiments, each with six plants per treatment. Means were compared using Tukey’s HSD test (*p*<0.05). Letters denote statistically significant differences among treatments.

### Increase in leaf nitrate concentration occurs under intra-specific competition

Neighbouring kin plants that are not overlapping can generate low R:FR environments during intra-specific competition (Huber et al., 2021). We used soybean as a representative broad leaf plant to investigate whether the low R:FR light environment generated by kin plants during intra-specific competition can also increase leaf nitrate level (**Figures 3A-F**). We found that nitrate levels increased by 37% in the unifoliate leaves (**Figure 3G**) and 62% in the first trifoliate leaves (*p*<0.05) (**Figure 3H**), when individual soybean seedlings were raised along with six surrounding kin seedlings in the absence of direct root contact. These findings suggest that decreases in R:FR light by kin plants under higher crop plant densities may trigger nitrate accumulation during intra-specific competition.

**Figure 3:**
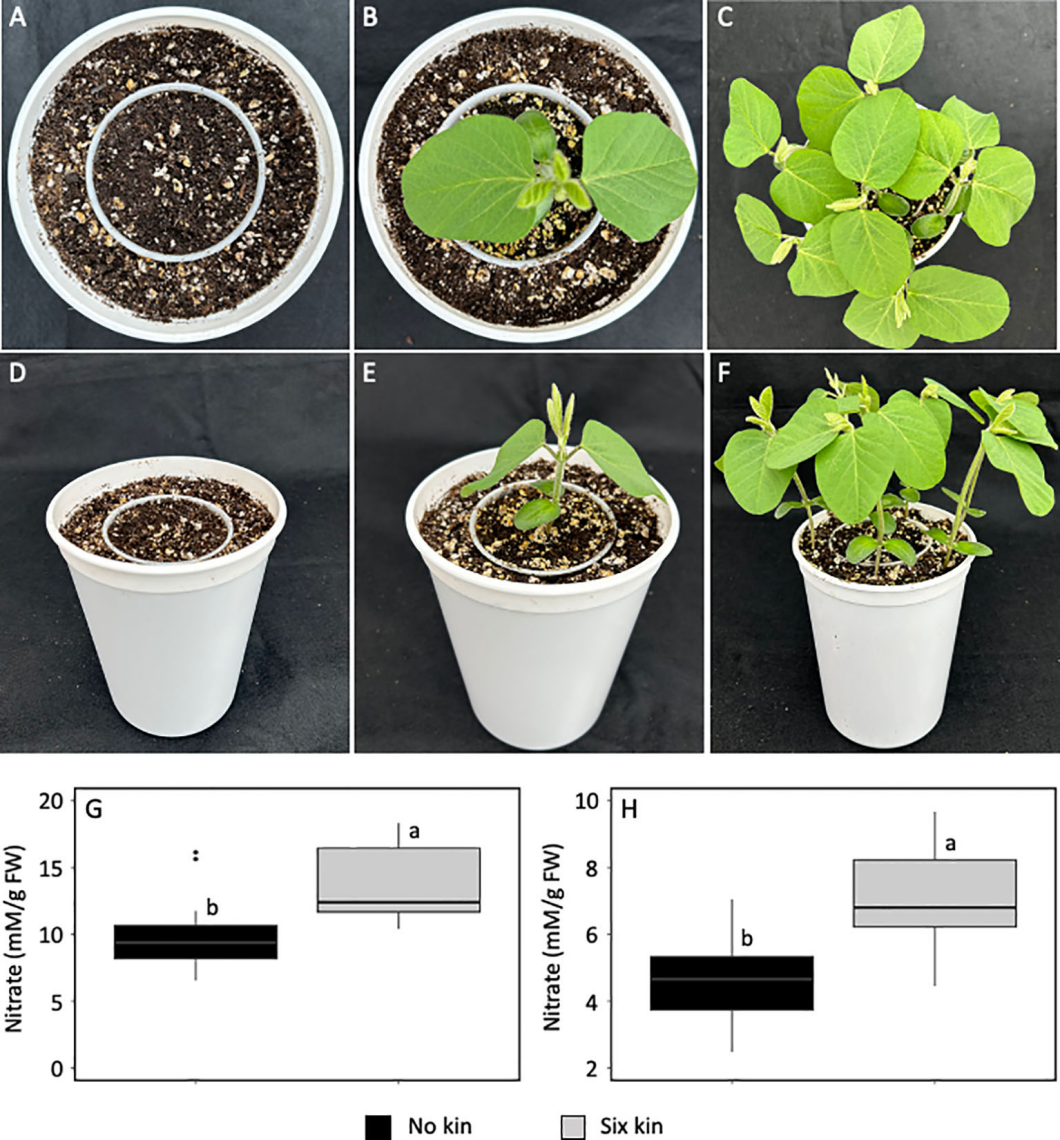
Experimental set up for intra-specific competition **(A)** and a soybean seedling (11-day-old) in the absence of kin seedlings **(B)** as a no kin control and in the presence of six kin seedlings **(C)** with R:FR ≈ 2.8 and ≈ 0.5, respectively. Plastic cups were placed in the center of the pots such that soil level in each plastic cup was matched with that in the surrounding area in the pot **(D)**. Normal growth of a soybean seedling in the absence of kin **(E)** and elongation growth in the presence of six kin seedlings **(F)**. Note that the plastic cup prevents direct roots contact between the soybean seedling in the cup and six surrounding kin seedlings in the pot. Increase in leaf nitrate level in the unifoliate leaves **(G)** and first trifoliate leaves **(H)** under intra-specific competition with six kin seedlings. The data are presented as least square means ± SE from three independent experiments, each with six plants per treatment. Means were compared using Tukey’s HSD test (*p*<0.05). Letters denote statistically significant differences among treatments.

### Increased nitrate concentration in maize leaves under low R:FR environments does not coincide with the upregulation of vacuolar nitrate transporter genes

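The expression data come from second leaves of maize seedlings aged 9 days, in 3 groups: a weed-free control, biological low R:FR light, in which neighbouring weeds reflected far-red light, and artificial low R:FR light, in which light-emitting diodes supplied it. Each group holds 3 RNA-seq libraries, and each library is a pool of leaves from 3 plants. The paper gives an R:FR of 2.8 in the control and 0.5 in both treatments, and the sample labels give 1.5 and 0.6. The authors deposited a table of 30184 genes with counts divided by 1 DESeq2 size factor per library. In each library 100% of these values are whole multiples of what 1 read is worth, within a tolerance of 0.01, so the reads assigned to genes can be recovered in 8 libraries. In artificial replicate 2 that step is too near 1 to tell recovered reads from values never divided, so its total is less certain. The totals came to 33132805, 22775151 and 29845324 reads in the weed-free libraries, 23372555, 28262228 and 40283408 in the biological libraries, and 29642168, 31098648 and 36995731 in the artificial libraries. Table 1 of the paper lists 30306987, 31768245 and 37835507 mapped reads for the weed-free control and 33831687, 23233666 and 30456614 for artificial low R:FR light. Its percentages mapped are its other, smaller count divided by this one, so this column may hold all reads rather than those mapped. Yet each biological library holds more recovered reads than that smaller count, so what either column holds cannot be told. Recovered reads made up 71.7% to 133.9% of the Table 1 totals in these 6 libraries as labelled, and 97.8% to 98% with the weed-free and artificial libraries exchanged. In the biological libraries they made up 97.5% to 99.1%. Groups are named here by their deposited labels. With exchanged labels each direction of artificial low R:FR light against the control would turn around, and the comparisons of biological light with the control and with artificial light would change places. Each fold, count and shared gene given against the control or between both treatments therefore rests on the deposited labels. The paper's methods describe alignment with STAR and counting with featureCounts on an Ensembl Plants annotation, whereas the submitters' processing notes list Bowtie2 2.4.3, HTSeq 0.13.5 and DESeq2, and the gene identifiers in the table are those of RefSeq. Of the 30184 identifiers, 29125 matched the RefSeq annotation of the same assembly, Zm-B73-REFERENCE-NAM-5.0, and 2306 carry a gene name, which limits which genes can be grouped by function. The files do not pair them with the identifiers that the paper prints. For each pair of groups, log2(normalized count + 1) was compared with limma over the genes with a value of at least 10 in at least 3 of the 6 libraries. A gene passed at an adjusted p under 0.1 (Benjamini-Hochberg). The paper's text names no threshold. The third biological library stood apart from the other 8, with a mean distance to them of 0.909 on the log2 scale, where every other library lay at 0.576 to 0.650. It held 897 genes at least 4-fold below the mean of the other libraries, against 16 to 120 in each of the others.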

We performed RNA-sequencing to gain insights into the impact of low R:FR light treatments on the expression of genes involved in nitrogen metabolism in maize leaves. In addition, given the nitrate accumulation in maize leaves and the crucial role of vacuolar nitrate transporter genes such as *CLCa* in nitrate storage in the vacuoles (Hodin et al., 2023), we sought to determine whether the low R:FR treatments had an effect on the expression of *CLCa* in maize leaves based on *CLCa* homologs in *Arabidopsis*.

As shown in **Table 1**, our data indicated that ≈ 90% of sequence reads were mapped to the maize reference genome. 

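Under artificial low R:FR light, of 23450 genes tested with limma, 2341 rose and 2780 fell against the libraries labelled weed-free control (n = 3 libraries per group). With all 9 libraries in 1 fit, 369 rose and 765 fell. Among named genes the largest rise was in a2 (LOC100127010, chromosome 5, 68086720 to 68088262), an enzyme of anthocyanin synthesis, with a normalized count of 184 ± 79.5 (SD, n = 3) under artificial low R:FR light and 10.5 ± 15.5 (SD, n = 3) in the control. Its log2 fold change was 4.90 (standard error 0.87, limma adjusted p = 0.0111). The anthocyanin genes bz2 and bz1 rose as well, with log2 fold changes of 2.72 and 1.49, bz2 only while artificial replicate 1 was included. rca3 (LOC100382265, chromosome 4, 1223272 to 1224993), a rubisco activase gene, rose from 99.2 ± 20.1 to 596 ± 113 (SD, n = 3 each; log2 fold change 2.58, standard error 0.17, limma adjusted p = 0.00081). Among the genes that fell, msh1 (LOC100272790, chromosome 4, 55392641 to 55396408) went from 1807 ± 499.5 to 269.9 ± 103 (SD, n = 3 each; log2 fold change -2.78, standard error 0.27, limma adjusted p = 0.00246). The tubulin gene tub6 and the auxin-related genes AUX6 and AUX14 fell by 1.50, 1.44 and 1.38 on the log2 scale.

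Biological low R:FR light gave 11 genes past the threshold among 23600 tested with limma, each of them higher than in the control, and 2374 genes at an unadjusted p under 0.05. LOC103643793 (chromosome 10, 25427355 to 25427989) rose from 47.4 ± 3.42 to 477.9 ± 167 (SD, n = 3 each; log2 fold change 3.25, standard error 0.25, limma adjusted p = 0.036). LOC100285804 (chromosome 8, 122981022 to 122984001) rose from 381 ± 10.8 to 1214 ± 137.5 (SD, n = 3 each; log2 fold change 1.66, standard error 0.12, limma adjusted p = 0.036). Neither has a name in the annotation, and the pair was chosen after the values were seen, as the genes with the smallest p. On the recovered reads edgeR called 12 genes and DESeq2 called 449, of which 321 were higher and 128 lower. Without biological replicate 3, 1932 genes passed in limma (1069 higher and 863 lower), and without biological replicate 2, 163 passed. No gene passed in limma without biological replicate 1 or without weed-free replicate 1 or 2 (1756, 1361 and 1114 at an unadjusted p under 0.05), and 3 passed without weed-free replicate 3. With the replicate number as a block 1 gene passed. The 2 genes named above lost their calls without biological replicate 1 or any 1 of the weed-free replicates, and with the replicate number as a block. Under artificial low R:FR light the count was 2427 without artificial replicate 1, and 2862, 2544 and 2334 without weed-free replicates 1, 2 and 3.

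Compared directly, biological and artificial low R:FR light differed at 0 of 23476 genes in limma, with 1962 at an unadjusted p under 0.05. On recovered reads edgeR called 0 genes and DESeq2 called 250, with artificial replicates 1 and 3 only, and without biological replicate 3 limma called 106.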

Further, 50.6% and 70.4% of DEGs were found to be specific to biological low R:FR light and artificial low R:FR light, respectively. On the other hand, 49.4% of DEGs in the biological low R:FR light treatment and 29.6% of DEGs in the artificial low R:FR light treatment were found to be common between the two treatments (**Table 2**).

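Of the 11 genes called under biological low R:FR light, 9 were also called under artificial low R:FR light, and each of the 9 was higher in both treatments. They make up 81.8% of the biological calls and 0.18% of the artificial calls. Several named genes with large changes under artificial light had folds of the same sign under biological light that did not pass over all 6 libraries. For a2 the log2 fold change under biological light was 5.31 (standard error 0.91, limma adjusted p = 0.156), for rca3 it was 2.14 (standard error 0.31, limma adjusted p = 0.131), and for the tonoplast aquaporin gene tip4a (LOC541897, chromosome 6, 144263001 to 144265338) it was -2.86 (standard error 0.56, limma adjusted p = 0.207). Without biological replicate 3 each of these 3 genes passed, with log2 fold changes of 5.28 for a2, 1.91 for rca3 and -2.30 for tip4a. bz1, bz2, AUX6 and msh1 passed there as well, at 1.57, 2.89, -0.81 and -2.26. Under artificial light tip4a fell by 2.72 on the log2 scale, a call that was lost without weed-free replicate 2 and with all 9 libraries in 1 fit.

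Both comparisons use the same 3 control libraries. In simulations all groups, the control included, were drawn around the control mean, and both simulated treatments were set against the same drawn control. They shared 0.01 calls on average and at most 1 in 100 simulations. With no change in either treatment few genes can be called at all, so this count does not measure what the shared control adds. An unchanged biological group beside the real artificial calls was not simulated. Lists of these sizes, if 2 independent ones, would share 1.104 genes upward and 0 downward among the 23215 genes tested in both. The log2 fold changes of both treatments had a correlation across genes of 0.54, where unchanged groups gave 0.25, and a covariance of 0.106, where unchanged groups gave 0.0231. The 3 controls are too few to be split, so part of the overlap may come from them. Genes are not independent replicates. The number of common genes was 0 without biological replicate 1, weed-free replicate 1 or weed-free replicate 2 in limma, 3 without weed-free replicate 3, 129 without biological replicate 2 and 1082 without biological replicate 3, where a further 20 genes were called in opposite directions. With the replicate number as a block it was 0 in limma. DESeq2 on the recovered reads gave 267 common genes with a further 6 in opposite directions, and edgeR gave 6 with a further 1 in opposite directions.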

**Table 1:** Percentages of paired-end sequence reads mapped to the maize reference genome.

Treatment	Replicate	No. base pairs sequenced	No. mapped reads	Percent mapped
Weed-free control	1	27248251	30306987	89.8%
	2	28428221	31768245	89.9%
	3	34095641	37835507	90.1%
Biological low R:FR	1	21443086	23940714	89.6%
	2	25824560	28984602	89.1%
	3	36645896	40657651	90.1%
Artificial low R:FR	1	30428000	33831687	89.9%
	2	20844175	23233666	89.7%
	3	27370162	30456614	89.9%
Average		28036443	31223963	89.7%

**Table 2:** Numbers and percentages of treatment-specific and common DEGs in the biological and artificial low R:FR light treatments relative to the control.

DEGs	Biological low R:FR	Percentage	Artificial low R:FR	Percentage
Specific	1153	50.6%	2676	70.4%
Common	1124	49.4%	1124	29.6%
Total	2277		3800	

Changes in the expression of genes encoding nitrate assimilation enzymes were not consistent in the biological and artificial low R:FR light treatments (**Table 3** and **Supplementary Table 2**). For example, down-regulation of an *NR* gene (Zm00001eb122960) and upregulation of a *GS* gene (Zm00001eb399860), and a *GOGAT* gene (Zm00001eb156610) occurred in the biological low R:FR light treatment only. On the other hand, two *NR* genes (Zm00001eb122720 and Zm00001eb193390) and two *GS* genes (Zm00001eb009090 and Zm00001eb054990) were expressed in opposite directions in the artificial low R:FR light treatment only (**Table 3** and **Supplementary Table 2**).

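The enzymes of nitrate assimilation and of asparagine and glutamate metabolism that carry a name in the annotation gave calls in both directions under artificial low R:FR light, and under biological low R:FR light their largest fold was that of asn3, which did not pass over all libraries. nir (LOC542264, chromosome 4, 183572704 to 183576240), a nitrite reductase, had a normalized count of 15018 ± 1252 under biological light, 12040.0 ± 1071 under artificial light and 13774 ± 1824 in the control (SD, n = 3 libraries each). Its log2 fold changes were 0.13 (standard error 0.13, limma adjusted p = 0.798) and -0.19 (standard error 0.11, limma adjusted p = 0.302), and it was the 1 member of its list with a name. asn1 (LOC542435, chromosome 9, 34625511 to 34634732), an asparagine synthetase, fell under artificial light from 2411 ± 180 to 1859 ± 140.4 (SD, n = 3 each; log2 fold change -0.38, standard error 0.09, limma adjusted p = 0.0261). gdh1 (LOC542220, chromosome 1, 294101396 to 294107787), a glutamate dehydrogenase, rose under artificial light from 1376 ± 88.4 to 1620.2 ± 83.2 (SD, n = 3 each; log2 fold change 0.24, standard error 0.08, limma adjusted p = 0.08). Under biological light both genes stayed within the spread of the libraries, with log2 fold changes of -0.05 and 0.04. asn3 (LOC100192350, chromosome 1, 44909165 to 44912606), another asparagine synthetase, stood at 126 ± 19.1 under biological light, 44.3 ± 6.58 under artificial light and 41.1 ± 23.3 in the control (SD, n = 3 each). Its log2 fold change of 1.76 under biological light (standard error 0.43) did not pass over all genes (limma adjusted p = 0.288) and did pass without biological replicate 3, at 1.64.

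Of the 4 tested members of this list, the last of which is the glutamate decarboxylase gene GAD, 0 passed under biological light in limma, with 1 higher when adjusted over the list alone, and 1 rose and 1 fell under artificial light, the same when adjusted over the list alone. Between biological and artificial light, asn3 differed by a log2 fold change of 1.49 (standard error 0.21, limma adjusted p = 0.132) and nir by 0.32 (standard error 0.13, limma adjusted p = 0.553), so neither passed over all genes. When adjusted over the list alone, 2 of the 4 members of the first list were higher under biological than under artificial light. nir, the 1 member of its own list, was higher there only at an unadjusted p under 0.1, since a list of 1 gene adjusts nothing. asn1 lost its call without weed-free replicate 3 (-0.33) and gdh1 without artificial replicate 1 or 3 (0.20 and 0.24) or weed-free replicate 1 or 3 (0.19 and 0.23). Both calls were lost with all 9 libraries in 1 fit, and that of gdh1 also on TPM values, with the replicate number as a block and with the trend over gene length removed. The members other than asn1 and gdh1 fall outside the rule for named genes and are given because the paper discusses their class. A further asparagine synthetase gene, asn2, lay below the filter on low values, at 1.04 to 1.62 in the biological libraries, 0 to 2.92 in the artificial libraries and 3.83 to 10.4 in the control, and with no filter its log2 fold changes of -1.55 (standard error 0.51) under biological and -1.82 (standard error 0.65) under artificial light did not pass in limma.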

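Among the glutamine synthetase genes, gln3 (LOC542215, chromosome 9, 152280165 to 152287977), which encodes a cytosolic form, stood out under biological low R:FR light. Its normalized count was 840.4 ± 193 there, 409 ± 146 under artificial low R:FR light and 326 ± 47.6 in the control (SD, n = 3 libraries each), and each biological library lay above each control library. The log2 fold change was 1.35 (standard error 0.19), with a limma adjusted p of 0.131 over all genes. It passed without biological replicate 3, at 1.17 (standard error 0.14), and in DESeq2 and on TPM values. Under artificial light its log2 fold change was 0.28 (standard error 0.22, limma adjusted p = 0.442), and between biological and artificial light it was 1.07 (standard error 0.28, limma adjusted p = 0.325). Of the 6 glutamine synthetases 0 passed over all genes in limma, 1 was higher when adjusted over the list alone, and the folds of the other 5 were -0.34 for gln6, 0.39 for gln2, -0.07 for gln4, -0.04 for gln5 and 0.02 for gs2.

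fgs1 (LOC542710, chromosome 7, 180078786 to 180096656), the ferredoxin-dependent glutamate synthase gene and the 1 member of its list, had 47099 ± 17880.0 normalized counts under biological light and 42352 ± 3899 in the control (SD, n = 3 each; log2 fold change 0.07, standard error 0.30, limma adjusted p = 0.956). Without biological replicate 3, which stands apart from the other libraries, it rose with a log2 fold change of 0.44 (standard error 0.10) and passed. Under artificial light it was at 50430.0 ± 683.7 (SD, n = 3; log2 fold change 0.26, standard error 0.10, limma adjusted p = 0.138), higher in 3 of 3 libraries than each control library. It passed when adjusted over the list alone, but a list of 1 gene adjusts nothing, so this means an unadjusted p under 0.1. In that comparison 7051 of 23450 genes lay at an unadjusted p under 0.05 in limma. gln3 and fgs1 fall outside the rule for named genes and are given because the paper discusses their class.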

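Under artificial low R:FR light the glutamine synthetase genes changed in both directions. gln6 (LOC542520, chromosome 1, 27921824 to 27924574), a cytosolic form, fell from 3084 ± 95.5 to 1940.4 ± 320.2 normalized counts (SD, n = 3 libraries each; log2 fold change -0.68, standard error 0.11, limma adjusted p = 0.00867). gs2 (LOC542746, chromosome 10, 148696379 to 148700824), the chloroplast form and the most abundant of the 6, fell from 41288 ± 2412 to 31377 ± 1699 (SD, n = 3 each; log2 fold change -0.40, standard error 0.10, limma adjusted p = 0.0314). gln2 (LOC542400, chromosome 1, 274482463 to 274485848), another cytosolic form, rose from 5453 ± 137 to 6505 ± 137 (SD, n = 3 each; log2 fold change 0.25, standard error 0.07, limma adjusted p = 0.0395). gln4 and gln5 had log2 fold changes of -0.05 and 0.01 and did not pass. Of the 6 members tested, 1 rose, 2 fell and 3 did not pass, with the same counts when adjusted over the list alone. Among all 23450 genes tested in this comparison 2341 rose and 2780 fell, so these counts alone do not set the list apart. In each of the 3 genes that passed, the artificial and the control libraries did not overlap.

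Between biological and artificial light gs2 differed by a log2 fold change of 0.42 (standard error 0.12, limma adjusted p = 0.383) and gln6 by 0.34 (standard error 0.23, limma adjusted p = 0.754), so neither passed over all genes, and 2 of the 6 members were higher under biological light when adjusted over the list alone. The call of gs2 was lost without artificial replicate 1 (-0.35) or weed-free replicate 1 or 2 (-0.37 and -0.38), and that of gln2 without weed-free replicate 2 or 3 (0.23 and 0.26) and with all 9 libraries in 1 fit, where that of gln6 was lost as well. The cytosolic genes are close paralogs, so the split of reads between them is uncertain.

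**Figure D1:**
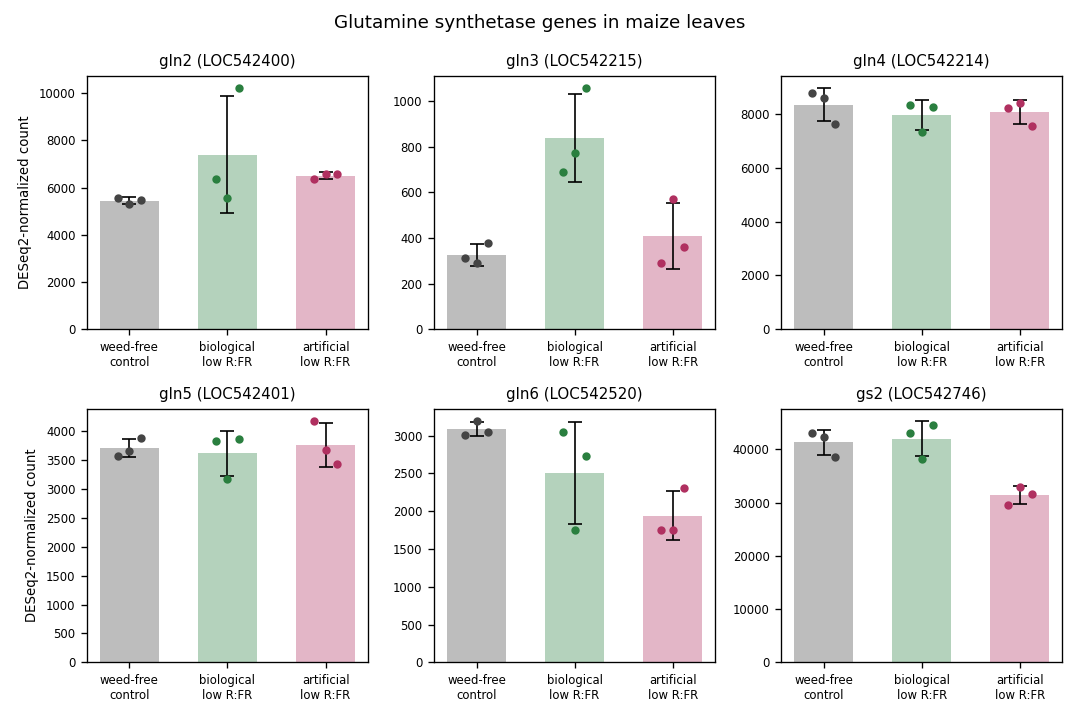
Normalized count of 6 glutamine synthetase genes in the weed-free control, biological and artificial low R:FR light. Bars are means of 3 libraries, error bars SD and points the libraries, on axes that start at 0. gs2 stands at 41288 in the control and 31377 under artificial light, and gln3 at 326 in the control and 840.4 under biological light.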

**Table 3:** Numbers of treatment-specific and common DEGs in the biological and artificial low R:FR light treatments involved in maize nitrogen metabolism.

Gene function	Biological low R:FR	Artificial low R:FR	Common DEGs	Total DEGs
Nitrate assimilation enzymes	3	4	0	7
	2 (+)	2 (+)	0 (+)	4 (+)
	1 (-)	2 (-)	0 (-)	3 (-)
Nitrate signaling	0	1	0	1
	0 (+)	0 (+)	0 (+)	0 (+)
	0 (-)	1 (-)	0 (-)	1 (-)
Nitrate transporters	1	1	0	2
	0 (+)	1 (+)	0 (+)	1 (+)
	1 (-)	0 (-)	0 (-)	1 (-)
Ammonium transporters	0	1	1	2
	0 (+)	0 (+)	0 (+)	0 (+)
	0 (-)	1 (-)	1 (-)	2 (-)
Peptide transporters	2	5	4	11
	2 (+)	2 (+)	1 (+)	5 (+)
	0 (-)	3 (-)	3 (-)	6 (-)
Amino acid transporters	2	8	3	13
	1 (+)	1 (+)	2 (+)	4 (+)
	1 (-)	7 (-)	1 (-)	9 (-)

(+): Upregulation; (-): Downregulation.

With regard to nitrate signaling, we found down-regulation of an *Arabidopsis* homolog of nitrate responsive NIN (nodule inception)-like transcription factor 6 (Zm00001eb339390) in the artificial low R:FR light treatment only, which is thought to be responsible for the expression of nitrate inducible genes in *Arabidopsis* (Konishi and Yanagisawa, 2013). Interestingly, no DEGs involved in nitrate signaling were found in the biological low R:FR light treatment (**Table 3** and **Supplementary Table 2**).

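1 gene with a name of the nitrate signalling list, NLP8 (LOC100381753), which encodes a NIN-like protein, was found in the table. Its normalized counts were low in each library, at 2.69, 6.39 and 8.53 in the weed-free libraries, 6.32, 8.31 and 1.62 in the biological libraries and 6.82, 3.99 and 10.7 in the artificial libraries. It did not reach a value of 10 in 3 libraries and was left out by the filter on low values. With no filter its log2 fold change in limma was -0.18 (standard error 0.63) under biological and 0.27 (standard error 0.52) under artificial light, and neither passed. DESeq2 gave -0.12 (standard error 0.94) and 0.60 (standard error 0.90), with no adjusted p because its own filter on low counts left the gene out.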

Given the importance of nitrate transporters in the uptake, transport, and storage of nitrate within plant tissue, we looked for DEGs encoding nitrate transporters in the biological and artificial low R:FR light treatment. 

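Of 4 tested genes with names of nitrate transporters or their partner proteins, nrt1.2 passed under artificial low R:FR light and 0 passed under biological low R:FR light. nrt1.2 (LOC778429, chromosome 1, 114276445 to 114278942) fell from 417 ± 20.7 normalized counts in the control to 237 ± 34.9 under artificial light (SD, n = 3 libraries each; log2 fold change -0.82, standard error 0.12, limma adjusted p = 0.00684), with no overlap between the groups. Under biological light it stood at 422.5 ± 73.1 (SD, n = 3; log2 fold change 0.01, standard error 0.15, limma adjusted p = 0.991). Between both treatments it differed by a log2 fold change of 0.83 (standard error 0.18), which did not pass over all genes (limma adjusted p = 0.253), while 1 of the 4 was higher under biological light when adjusted over the list alone. NAR2.1 (LOC778437, chromosome 5, 184432781 to 184433898), a partner protein of high-affinity nitrate transporters, stood at 70.5 ± 36.5 under biological light, 39.7 ± 4.79 under artificial light and 29.1 ± 8.63 in the control (SD, n = 3 each). Its log2 fold changes were 1.17 (standard error 0.41, limma adjusted p = 0.424) and 0.48 (standard error 0.28, limma adjusted p = 0.284). NAR2.2 (LOC778428, chromosome 2, 38821898 to 38823469) had log2 fold changes of -0.45 (standard error 0.28, limma adjusted p = 0.663) under biological light and -0.36 (standard error 0.25, limma adjusted p = 0.373) under artificial light, and nrt1.1 (LOC542511) had -0.05 and 0.19. When adjusted over the list alone, 1 was higher and 0 were lower under biological light, and 0 were higher and 1 was lower under artificial light. NAR2.2 passed without biological replicate 3 (-0.74) in the first comparison and without artificial replicate 3 (-0.67) in the second, where nrt1.1 passed as well (0.35). In the first comparison 0 of the 4 passed in edgeR or DESeq2 either, and 2374 genes of all those tested lay at an unadjusted p under 0.05 in limma. The members other than nrt1.2 fall outside the rule for named genes and are given because the paper discusses their class.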

We found an inconsistent upregulation of a nitrate transporter (Zm00001eb291130) with similarity to *Arabidopsis* NPF4.3 with unknown substrate (Léran et al., 2014) in the artificial low R:FR light, and downregulation of a nitrate transporter (Zm00001eb162310) with similarity to the fungal nitrate transporter *crnA* (*colonial restriction nitrate*) (Unkles et al., 1991) in the biological low R:FR light treatment (**Table 3** and **Supplementary Table 2**). In contrast, while an ammonium transporter (Zm00001eb063910) was consistently downregulated in the biological and artificial low R:FR light treatments, a second ammonium transporter (Zm00001eb247430) was downregulated in the artificial low R:FR treatment only (**Tables 3**, **4**, and **Supplementary Table 2**).

**Table 4:** Commonly up (+) or down (-) regulated ammonium, peptide, and amino acid transporter genes in the biological and artificial low R:FR light treatments.

Function	Biological low R:FR		Artificial low R:FR	
DEGs	Log_2_FC	*p*-value	Log_2_FC	*p*-value
Ammonium transporters				
Zm00001eb063910	-0.11	1.46E-03	-2.18	8.94E-05
Peptide transporters				
Zm00001eb025880	+0.57	5.53E-05	+0.75	2.02E-07
Zm00001eb287980	-0.66	1.42E-03	-0.40	1.30E-02
Zm00001eb245250	-0.65	4.09E-06	-0.66	7.49E-07
Zm00001eb371840	-0.95	6.5E-10	-1.24	7.32E-16
Amino acid transporters				
Zm00001eb080770	+1.49	1.46E-08	+1.14	2.59E-05
Zm00001eb303770	+0.66	2.88E-05	+0.51	7.70E-04
Zm00001eb349050	-0.71	1.57E-07	-0.53	7.21E-06

Increase in expression of peptide transporters can result in enhanced leaf nitrogen content and plant growth (Komarova et al., 2008). 

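3 tested genes with names belong to the oligopeptide transporter family, all of the branch that carries metals bound to nicotianamine or related chelators. ys1 (LOC541800, chromosome 5, 194813413 to 194816656), the transporter of iron bound to phytosiderophores, rose under artificial low R:FR light from 173 ± 189 to 1156 ± 963.9 normalized counts (SD, n = 3 libraries each; log2 fold change 2.91, standard error 0.80, limma adjusted p = 0.0462). The libraries of both groups overlapped, and the call was lost without artificial replicate 1 (2.24) or weed-free replicate 1 or 2 (2.35 and 2.60), on TPM values (2.35) and with all 9 libraries in 1 fit. Under biological low R:FR light it stood at 2879 ± 4288 (SD, n = 3; log2 fold change 3.198, standard error 1.27, limma adjusted p = 0.466). ysl14A (LOC100272237, chromosome 4, 149866066 to 149871894) stood at 158 ± 7.77 under biological light and 103 ± 6.24 in the control (SD, n = 3 each), with no overlap between the groups. Its log2 fold change was 0.60 (standard error 0.14, limma adjusted p = 0.277) there, which passed without biological replicate 3 (0.56), and 0.28 (standard error 0.21, limma adjusted p = 0.395) under artificial light. ysl12 (LOC100505456, chromosome 10, 134442944 to 134446843) had log2 fold changes of -0.21 and -0.01. Of the 3 genes 1 rose under artificial light, 1 also when adjusted over the list alone, and 0 passed under biological light in limma, with 2 higher when adjusted over the list alone. ysl14A and ysl12 fall outside the rule for named genes and are given because the paper discusses peptide transporters. The paper also likens one of its peptide transporter genes to the NRT1/PTR family. The list for that family held 0 genes with a name, so it was not examined, and the 3 genes here do not stand for it.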

In maize leaves, we found that nine DEGs in the artificial low R:FR light treatment and six DEGs in the biological low R:FR light treatment encoded peptide transporters (**Tables 3**, **4** and **Supplementary Table 2**). The upregulation of one DEG (Zm00001eb025880) and downregulation of three DEGs (Zm00001eb287980, Zm00001eb245250, and Zm00001eb371840) commonly occurred in both treatments (**Tables 3**, **4** and **Supplementary Table 2**). The proteins encoded by Zm00001eb025880 and Zm00001eb287980 displayed highest similarities (84%, and 87%) to orthologs of unknown function in *Sorghum bicolor* (L.) Moench (SORBI 3001G276400 and SORBI 3009G136700, respectively). The protein encoded by Zm00001eb245250, however, showed even greater similarity (89%) to an ortholog in *Sorghum bicolor* (SORBI 3004G193000) and to a lesser extent (61%) to an ortholog in *Arabidopsis* (AT3G21670). These two orthologs encode a member of the NRT1/PTR (nitrate transporter/peptide transporter) family 6.4, where most of the members are known to be nitrate transporters (Leran et al., 2014). The encoded protein by Zm00001eb371840 showed highest identity (84%) to an ortholog in *Sorghum bicolor* (SORBI 3010G099700), which encodes a putative oligopeptide transporter. It shows, however, a low identity (43%) to an ortholog in *Arabidopsis* (AT5G14940), which has been identified (NPF5.8) as an exporter of the metal chelator nicotianamine (Chao et al., 2021).

Since amino acid transporters can also influence nitrate levels in plant leaves (Perchlik and Tegeder, 2018), we looked for DEGs encoding amino acid transporters in maize leaves in the biological and artificial low R:FR light treatments. We found that 11 DEGs in the artificial low R:FR light treatment and five DEGs in the biological low R:FR light treatment encoded amino acid transporters. Among these, only the upregulation Zm00001eb080770 and Zm00001eb303770, and downregulation of Zm00001eb349050 in the biological low R:FR light treatment, were consistent with those in the artificial low R:FR light treatment and therefore, these transcriptional changes were most likely due to the reflected FR light from neighbouring weeds (**Tables 3**, **4** and **Supplementary Table 2**). 

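2 amino acid transporter genes carry a name in the annotation, and neither passed in limma in either treatment or when adjusted over the list alone. aap1 (LOC100286291, chromosome 9, 8838677 to 8846132), an amino acid permease, stood at 731 ± 99.5 normalized counts under biological low R:FR light, 803 ± 29.6 under artificial low R:FR light and 835 ± 32.4 in the control (SD, n = 3 libraries each). Its log2 fold changes were -0.20 (standard error 0.13, limma adjusted p = 0.686) and -0.06 (standard error 0.07, limma adjusted p = 0.657). caat1 (LOC100273424, chromosome 8, 120488299 to 120492166), named as a cationic amino acid transporter, stood at 164 ± 11.8, 166 ± 19 and 182 ± 14.9 (SD, n = 3 each), with log2 fold changes of -0.15 (standard error 0.14, limma adjusted p = 0.774) and -0.14 (standard error 0.13, limma adjusted p = 0.511). Between biological and artificial light aap1 differed by -0.15 and caat1 by -0.01 on the log2 scale, and neither passed. Both genes fall outside the rule for named genes and are given because the paper discusses their class. For the 3 amino acid transporter genes that it finds changed alike in both treatments, the paper reasons that far-red light reflected by the neighbouring weeds was the most likely source.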

The protein encoded by Zm00001eb080770 is predicted to be an amino acid/auxin permease11, which displays 75% and 83% identity to it orthologs in monocot grass species *Brachypodium distachyon* (L.) P.Beauv. and *Setaria italica* (L.) P.Beauv., respectively. These two orthologs, however, are hypothetical proteins of unknown function. The encoded protein by Zm00001eb303770 is highly identical (93%) to its ortholog of unknown function in *Sorghum bicolor* (SORBI 3002G082900) but displays low identity (44%) to its ortholog the *Arabidopsis nitrate transporter 1* (*ANT1*) (AT3G11900), which encodes an aromatic and neutral amino acid transporter involved in moving amino acids out of the phloem (Yao et al., 2020) and its expression is known to be regulated by nitrate (Liu and Bush, 2006).

Overall, the possibility that the above transcriptional responses to low R:FR light may influence nitrate content of maize leaves cannot be excluded. While the RNA-seq results revealed a range of differentially expressed genes that are proven to be linked to nitrate metabolism and transport, we did not observe evidence specifically implicating vacuolar nitrate transporter genes in the regulation of nitrate levels under low R:FR light conditions.

### Increase in nitrate concentration of maize leaves under low R:FR environments coincides with a decrease in fd-GOGAT activity

In higher plants, light plays important roles in the regulation of activities of nitrate assimilation enzymes (Fan et al., 2019; Suzuki et al., 2001; Teller et al., 1996; Elmlinger and Mohr, 1991; Hecht et al., 1988). To gain insights into the impact of the low R:FR treatments on the activities of nitrate assimilation enzymes in maize laves and a possible relationship between these activities and nitrate accumulation, we compared the activities of NR, NiR, GS, NADH-GOGAT, and fd-GOGAT in maize leaves in the low R:FR light treatments with that in the weed-free control. The biological and artificial low R:FR light treatments did not result in significant changes in the activities of NR, NiR, GS, and NADH-GOGAT compared with that in the control (**Figures 4A-D**). In contrast, the biological and artificial low R:FR light treatments resulted in 30% and 29% decrease in fd-GOGAT activity, respectively (*p*<0.05) (**Figure 4E**). This decrease in activity of a single enzyme throughout the nitrate assimilation pathway may be a contributing factor to increases in nitrate concentration in maize leaves in the biological and artificial low R:FR light treatments and further suggests the specificity of the low R:FR action on the fd-GOGAT activity in maize leaves during weed competition.

**Figure 4:**
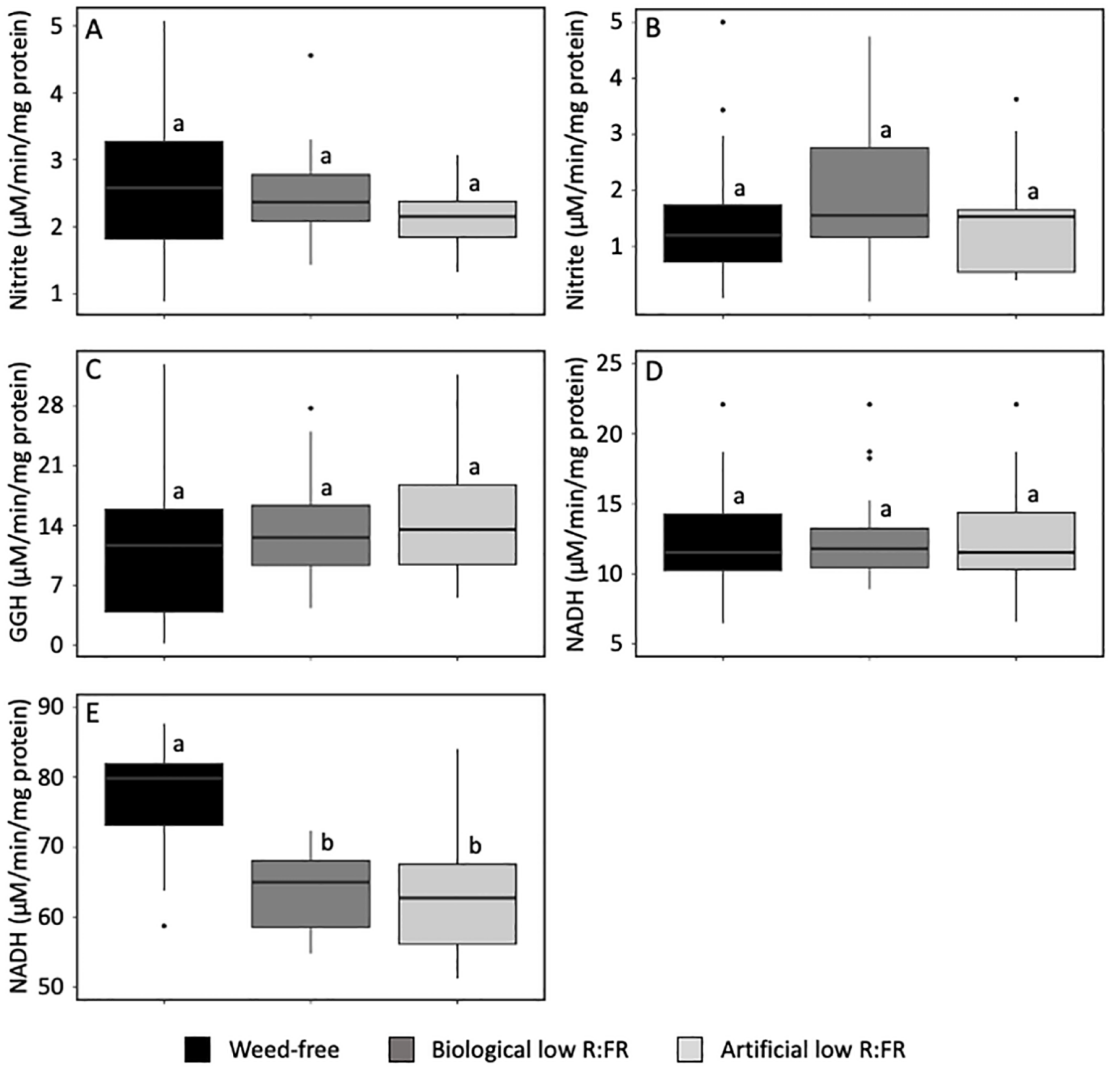
Activities of nitrate reductase, NR **(A)** nitrite reductase, NiR **(B)** glutamine synthetase, GS **(C)** NADH-dependent glutamine:2-oxoglutarate aminotransferase, NADH-GOGAT **(D)** and ferredoxin-dependent glutamine:2-oxoglutarate aminotransferase, fd-GOGAT **(E)** in the second leaf of maize seedlings (9-day-old) in the weed-free control, biological low R:FR light, and artificial low R:FR light treatments with R:FR ≈ 2.8, ≈ 0.5, and ≈ 0.5, respectively. fd, ferredoxin; GGH, gamma glutamyl hydroxamate; NADH, beta-nicotinamide adenine dinucleotide. Note that the low R:FR light treatments changed the fd-GOGAT activity only. The data are presented as least square means ± SE from three independent experiments, each with six plants per treatment. Means were compared using Tukey’s HSD test (*p*<0.05). Letters denote statistically significant differences among treatments.

### Thioredoxins may play a role in modulation of nitrate metabolism under low R:FR environments

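2 thioredoxin genes carry a name in the annotation, both of the h type. trxh2 (LOC606487, chromosome 7, 13499626 to 13501931) stood at 4849 ± 457.8 normalized counts under artificial low R:FR light and 4133 ± 141 in the control (SD, n = 3 libraries each), higher in 3 of 3 libraries than each control library. Its log2 fold change was 0.23 (standard error 0.08), which missed the threshold over all genes (limma adjusted p = 0.106) and passed when adjusted over the list alone. Under biological low R:FR light it stood at 4116 ± 1061 (SD, n = 3; log2 fold change -0.04, standard error 0.18, limma adjusted p = 0.961). trxh1 (LOC606450, chromosome 6, 169204343 to 169208127) stood at 3760.1 ± 1101 under biological light, 4298 ± 390.3 under artificial light and 4194 ± 546.5 in the control (SD, n = 3 each). Its log2 fold changes were -0.19 (standard error 0.21, limma adjusted p = 0.814) and 0.04 (standard error 0.11, limma adjusted p = 0.841). Under biological light 0 of the 2 passed when adjusted over the list alone. trxh2 passed under artificial light on TPM values, with the replicate number as a block, without artificial replicate 3 (0.29) and with the trend over gene length removed (0.27), and trxh1 passed under biological light without biological replicate 3 (-0.42). The thioredoxins that the paper finds changed alike in both treatments are predicted to lie in the chloroplast. Identifiers do not pair, so whether trxh1 or trxh2 is among the paper's genes cannot be told. Both genes fall outside the rule for named genes and are given because the paper discusses their class.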

We found 15 DEGs in the biological low R:FR light treatment and 11 DEGs in the artificial low R:FR light treatment that encoded thioredoxins (TRXs). Analysis of subcellular localizations of these TRXs by the protein subcellular localization prediction tool WolF PSORT (https://wolfpsort.hgc.jp) predicted that nine (out of 15) TRXs in the biological low R:FR light treatment and eight (out of 11) TRXs in the artificial low R:FR light treatment were localized in the chloroplast. Among these, three chloroplast-localized TRXs displayed similar expression patterns in both treatments (**Table 5**, **Supplementary Table 2**). It is known that reduced ferredoxin transfers electrons to TRXs via the action of ferredoxin thioredoxin reductase, which enables TRXs to reduce disulfide bonds on their target enzymes (Lemaire et al., 2007). In this regard, four DEGs in the biological low R:FR light treatment and six DEGs in the artificial low R:FR light treatment were found to encode ferredoxin. Among these, three DEGs displayed similar expression patterns in both treatments (**Table 5**, **Supplementary Table 2**). 

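The 9 tested genes with names of ferredoxins or ferredoxin reductases did not pass in limma in either treatment, and 0 passed when adjusted over the list alone. fdx2 (LOC541619, chromosome 6, 6676201 to 6676991) and fdx1 (LOC101027099, chromosome 6, 6643344 to 6644064) were abundant, at 33375 ± 543.4 and 78595 ± 3843 normalized counts in the control and 26958 ± 6521 and 68053 ± 6522 under artificial low R:FR light (SD, n = 3 libraries each). Their log2 fold changes under artificial light were -0.34 (standard error 0.16, limma adjusted p = 0.188) and -0.21 (standard error 0.12, limma adjusted p = 0.263), and those of fdx5, fdx6 and fdx3 were -0.20, -0.50 and 0.10. Under biological low R:FR light the 5 ferredoxin genes had log2 fold changes of -0.33 for fdx6 to 0.13 for fdx2. fnr1 (LOC542713, chromosome 1, 291928862 to 291932344), a ferredoxin-NADP reductase gene, stood at 2009 ± 685 under biological light, 979.1 ± 94.1 under artificial light and 1159 ± 136 in the control (SD, n = 3 each). Its log2 fold changes were 0.75 (standard error 0.23, limma adjusted p = 0.384) and -0.24 (standard error 0.11, limma adjusted p = 0.166), and 0.99 between both treatments (standard error 0.23, limma adjusted p = 0.289), where 1 of the 9 was higher under biological light when adjusted over the list alone. The leaf reductase genes L-FNRI and L-FNRII and the gene ftr1 had log2 fold changes of 0.16, 0.15 and 0.03 under biological light and 0.13, 0.11 and -0.12 under artificial light. fdx1, fdx2 and fdx5 passed under artificial light without artificial replicate 2 (-0.28, -0.52 and -0.30) and in DESeq2 and edgeR, which used the same libraries. DESeq2 called ftr1 lower as well, which makes 4, fnr1 was lower in limma with the replicate number as a block, and fnr1 passed under biological light without biological replicate 3 (0.83). The genes fall outside the rule for named genes and are given because the paper discusses their class.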

Although TRXs regulate multitude of chloroplast processes (Lemaire et al., 2007), these transcriptional responses raise the possibility of involvement of TRXs in regulation of nitrate metabolism under low R:FR environments.

**Table 5:** Predicted subcellular localization of commonly up (+) or down (-) regulated thioredoxin and ferredoxin genes in the biological and artificial low R:FR light treatments.

Function	Biological low R:FR		Artificial low R:FR		WoLF PSORT
DEGs	Log_2_FC	*p*-value	Log_2_FC	*p*-value	prediction
Thioredoxin genes					
Zm00001eb193260	+0.46	6.84E-04	+0.97	2.17E-10	Chloroplast
Zm00001eb042600	+0.59	2.77E-06	+0.69	2.64E-07	Chloroplast
Zm00001eb015550	-0.26	5.77E-03	-0.60	3.34E-05	Chloroplast
Ferredoxin genes					
Zm00001eb421930	+0.93	1.23E-03	+1.38	3.03E-05	Chloroplast
Zm00001eb083950	+0.64	5.56E-05	+0.69	3.63E-05	Chloroplast
Zm00001eb174420	-0.92	2.71E-09	-0.30	4.22E-03	Chloroplast

## Discussion

Activation of SAS (Ballaré and Pierik, 2017) is an adaptive response to low R:FR light signals generated by proximate vegetation (Schmitt et al., 2003). Although this adaptive response supports plant survival against competitors, it can adversely affect crop fitness, disease resistance, and yield potential (Evers et al., 2006; Warnasooriya and Brutnell, 2014; Libenson et al., 2002; Ballaré, 2014; Boccalandro et al., 2003; Weijschedé et al., 2006; Courbier et al., 2021; De Wit et al., 2013; Xiang et al., 2021; Xie et al., 2011). These adverse effects are caused by a myriad of changes at the subcellular to whole plant level. The present study provides evidence that low R:FR signals can also cause changes in the nitrate assimilation pathway. The increase in leaf nitrate concentration appears to be a specific response to the presence of neighbouring weeds as we found it to occur in corn and soybean. The demonstration of a similar response to artificial low R:FR light strongly suggests that nitrate accumulation in the biological low R:FR light treatment is due to reflected FR light from neighbouring weeds and it may be a component of the low R:FR-induced stress response (**Figure 1** and **2**). Further, a similar increase in leaf nitrate concentration in individual soybean seedlings grown simultaneously with six neighbouring kin seedlings (**Figure 3**) suggests the possibility of nitrate accumulation in response to the low R:FR signals generated during intra-specific competition that occurs under high density planting.

Decreased leaf fd-GOGAT activity in the biological and artificial low R:FR light treatments appeared to be a unique response to reflected FR light as activities of other nitrate assimilation enzymes remained unchanged (**Figure 4**). This finding is consistent with a previous report, where fd-GOGAT activity in etiolated maize leaves was increased by red light pulses and reversibly repressed by far-red light pulses while NADH-GOGAT activity remained constant (Suzuki et al., 2001). In addition, phytochrome-mediated regulation of fd-GOGAT activity has been demonstrated in the turions of *Spirodela polyrhiza*, where red light-mediated activation of fd-GOGAT was reverted by far-red light (Teller et al., 1996). The GS/fd-GOGAT cycle in the leaf chloroplasts is the main pathway for primary nitrogen assimilation and photorespiratory ammonium re-assimilation (Potel et al., 2009; Coschigano et al., 1998). A dramatic decrease in fd-GOGAT activity in the rice *ABC1-1* (*ABNORMAL CYTOKININ RESPONSE 1*) mutant was accompanied by increases in soluble sugar and total nitrogen levels (Yang et al., 2016). We also found that the low R:FR-mediated decrease in leaf fd-GOGAT activity coincided with increased nitrate concentration in maize leaves (**Figure 1** and **4**). Decreased fd-GOGAT activity may not be the sole factor responsible for the low R:FR light-mediated nitrate accumulation in maize leaves. The involvement of other factors such as increased root to shoot translocation of nitrate and its storage in the vacuole cannot be excluded. The importance of vacuoles as a major nitrate storage pool was highlighted in earlier studies, where 58% and 99% of barley protoplast nitrate were found in the vacuoles (Martinoia et al., 1981; Granstedt and Huffaker, 1982). As shown previously in barley leaves, increased nitrate influx to the small ‘metabolic’ pool would induce NR activity, while diversion of nitrate away from the site of metabolism and its transfer to the vacuole as a large ‘storage’ pool resulted in hardly detectable NR activity in the vacuolar preparations (Martinoia et al., 1981). In a similar manner, increased leaf nitrate concentration and the lack of induction of NR activity in the low R:FR light treatments may be indicative of nitrate accumulation in the vacuoles.

It is known that nitrate plays a role as an osmoticum in the vacuole compensating for soluble carbohydrates and organic acids, whose synthesis decline under light limiting conditions (Umar and Iqbal, 2007). We surmised that nitrate accumulation in maize leaves might have occurred in the vacuole in exchange for soluble carbohydrates required for rapid elongation growth under low R:FR light. Such replacement of soluble carbohydrates with nitrate may require changes in the expression of vacuolar nitrate transporters. Vacuolar nitrate storage and efflux are regulated by an array of vacuolar nitrate transporters (De Angeli et al., 2006; Lu et al., 2022). For example, *Arabidopsis* CLCa is a nitrate proton antiporter that is localized in the tonoplast and transports nitrate from the cytosol to the vacuolar lumen (De Angeli et al., 2006). Further, disruption of *AtCLC-a* by T-DNA insertion resulted in a dramatic reduction in nitrate content under excess nitrate suggesting a specific role for AtCLC-a in modulating nitrate status (Geelen et al., 2000). In contrast to our assumption, no orthologs of *Arabidopsis* vacuolar nitrate transporters were found among DEGs in the low R:FR treatments (**Supplementary Table 2**). In addition, two DEGs encoding nitrate transporters displayed opposing responses in the artificial and biological low R:FR treatments (**Supplementary Table 2**). Overall, our data (**Tables 3**, **4**, and **Supplementary Table 2**) indicate that both the biological and artificial low R:FR light treatments influence the expression of transporter genes involved in the transport of nitrate, ammonium, peptides, and amino acids, however, the magnitude and direction of regulation vary across different environments. The artificial low R:FR light treatment appeared to have a more significant effect on the expression of ammonium transporters. Peptide transporters were predominantly downregulated, again, with stronger effects in the artificial low R:FR light treatment. Meanwhile, amino acid transporter genes showed a more varied response, with both upregulation and downregulation observed depending on the specific gene and treatment. These findings highlight the complexity of maize responses to light quality and further suggest that changes in R:FR light under biological conditions may have a dramatically different impact on transcription of certain transporter genes compared with that under artificially manipulated R:FR light conditions. Given the important roles of nitrate, peptide, and amino acid transporters in the regulation of nitrate levels within plants, we do not rule out the possibility that the above changes in the expression of nitrate, peptide, and amino acid transporters may contribute to nitrate accumulation in maize leaves in the low R:FR light treatments.

Thioredoxins (TRXs) play major roles in the regulation of chloroplast processes including nitrogen metabolism (Lemaire et al., 2007). In particular, NiR (Marchand et al., 2004), GS (Motohashi et al., 2001; Balmer et al., 2004), and fd-GOGAT (Lichter and Haüberlein, 1998) are known TRX targets. The concurrent transcriptional responses of TRXs and ferredoxins suggest that the TRXs, which are commonly expressed in the biological and artificial low R:FR light treatments (**Table 5**), may be involved in the regulation of chloroplast processes including nitrate metabolism in response to weed competition cues.

Several nitrate transporters are involved in nitrate influx into roots and in root xylem loading that distribute nitrate to the shoot (Krapp et al., 2014). We did not assess the transcript levels of nitrate transporters in roots as manipulation of root samples including soil removal or root washing and drying could affect root transcriptome responses thus confounding the low R:FR-specific effects. Therefore, our experiments cannot rule out the possibility that a low R:FR light-mediated induction of root nitrate transporters may increase nitrate transport from roots to shoots. We are, however, not aware of any previous study that provides a link between a shoot perceived low R:FR signal and induction of a root nitrate transporter gene. Further, a brief exposure to FR light did not affect nitrate uptake by etiolated rice seedlings suggesting the lack of involvement of phytochrome in nitrate uptake (Sasakawa and Yamamoto, 1979). It is, however, worthwhile mentioning that repression of *Arabidopsis* lateral root development by a shoot perceived low R:FR signal occurs via the transport of HY5 to the root and indirect repression of NRT2.1 (Van Gelderen et al., 2021).

In conclusion, perception of low R:FR signals generated by neighbouring weeds leads to accumulation of nitrate in maize leaves. The occurrence of a similar response in distantly related species including soybean suggests that the low R:FR-mediated accumulation of nitrate may be an important component of SAS. Although a multitude of factors may be involved in nitrate accumulation in plant leaves, a reduction in fd-GOGAT activity in maize leaves appears to be a contributing factor to the low R:FR light-mediated nitrate accumulation. Given the established action of nitrate accumulation in the plant shoot as a signal to regulate biomass partitioning between shoot and root, the low R:FR light-mediated accumulation of nitrate in leaves may act as a signal that causes typical decreases in root to shoot ratios in crop plants under weed competition. Lastly, our findings are not intended to serve as predictor of nitrate accumulation at the whole plant level as the plants mature under competition stress but rather a snapshot of time, when the seedling response to low R:FR is readily detectable. These findings warrant further research into the duration of nitrate accumulation and the time of recovery following the removal of competition stress in agricultural settings.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## References

[B1] AliA.SivakamiS.RaghuramN. (2007). Effect of nitrate, nitrite, ammonium, glutamate, glutamine and 2-oxoglutarate on the RNA levels and enzyme activities nitrate reductase and nitrite reductase in rice. Physiol. Mol. Biol. Plants 13, 17–25.

[B2] BallaréC. L. (2014). Light regulation of plant defense. Annu. Rev. Plant Biol. 65, 335–363. doi: 10.1146/annurev-arplant-050213-040145, PMID: 24471835

[B3] BallaréC. L.PierikR. (2017). The shade-avoidance syndrome: multiple signals and ecological consequences. Plant Cell Environ. 40, 2530–2543. doi: 10.1111/pce.12914, PMID: 28102548

[B4] BalmerY.KollerA.ValG. D.SchürmannP.BuchananB. B. (2004). Proteomics uncovers proteins interacting electrostatically with thioredoxin in chloroplasts. Photosynth. Res. 79, 275–280. doi: 10.1023/B:PRES.0000017207.88257.d4, PMID: 16328793

[B5] BeeversL.SchraderL. E.FlesherD.HagemanR. H. (1965). The Role of light and nitrate in the induction of nitrate reductase in radish cotyledons and maize seedlings. Plant Physiol. 40, 691–698. doi: 10.1104/pp.40.4.691, PMID: 16656145 PMC550363

[B6] BianZ.WangY.ZhangX.LiT.GrundyS.YangQ.. (2020). A review of environment effects on nitrate accumulation in leafy vegetables grown in controlled environments. Foods (Basel Switzerland) 9, 732. doi: 10.3390/foods9060732, PMID: 32503134 PMC7353485

[B7] BoccalandroH. E.PloschukE. L.YanovskyM. J.SánchezR. A.GatzC.CasalJ. J. (2003). Increased phytochrome B alleviates density effects on tuber yield of field potato crops. Plant Physiol. 133, 1539–1546. doi: 10.1104/pp.103.029579, PMID: 14605224 PMC300711

[B8] BräutigamA.GagneulD.WeberA. P. (2007). High-throughput colorimetric method for the parallel assay of glyoxylic acid and ammonium in a single extract. Anal. Biochem. 362, 151–153. doi: 10.1016/j.ab.2006.12.033, PMID: 17222384

[B9] BrunswickP.CresswellC. F. (1988). Nitrite uptake into intact pea chloroplasts: I. Kinetics and relationship with nitrite assimilation. Plant Physiol. 86, 378–383. doi: 10.1104/pp.86.2.378, PMID: 16665916 PMC1054492

[B10] CataldoD. A.MaroonM.SchraderL. E.YoungsV. L. (1975). Rapid colorimetric determination of nitrate in plant tissue by nitration of salicylic acid. Commun. Soil Sci. Plant Anal. 6, 71–80. doi: 10.1080/00103627509366547

[B11] ChaoZ. F.WangY. L.ChenY. Y.ZhangC. Y.WangP. Y.SongT.. (2021). NPF transporters in synaptic-like vesicles control delivery of iron and copper to seeds. Sci. Adv. 7, eabh2450. doi: 10.1126/sciadv.abh2450, PMID: 34516912 PMC8442890

[B12] ChenS.ZhouY.ChenY.GuJ. (2018). fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34, i884–i890. doi: 10.1093/bioinformatics/bts635, PMID: 30423086 PMC6129281

[B13] CoschiganoK. T.Melo-OliveiraR.LimJ.CoruzziG. M. (1998). *Arabidopsis gls* mutants and distinct Fd-GOGAT genes. Implications for photorespiration and primary nitrogen assimilation. Plant Cell 10, 741–752. doi: 10.1105/tpc.10.5.741, PMID: 9596633 PMC144371

[B14] CourbierS.SnoekB. L.KajalaK.LiL.van WeesS. C. M.PierikR. (2021). Mechanisms of far-red light-mediated dampening of defense against *Botrytis cinerea* in tomato leaves. Plant Physiol. 187, 1250–1266. doi: 10.1093/plphys/kiab354, PMID: 34618050 PMC8566310

[B15] De AngeliA.MonachelloD.EphritikhineG.FrachisseJ. M.ThomineS.GambaleF.. (2006). The nitrate/proton antiporter AtCLCa mediates nitrate accumulation in plant vacuoles. Nature 442, 939–942. doi: 10.1038/nature05013, PMID: 16878138

[B16] DechorgnatJ.NguyenC. T.ArmengaudP.JossierM.DiatloffE.FilleurS.. (2011). From the soil to the seeds: the long journey of nitrate in plants. J. Exp. Bot. 62, 1349–1359. doi: 10.1093/jxb/erq409, PMID: 21193579

[B17] De WitM.SpoelS. H.Sanchez-PerezG. F.GommersC. M. M.PieterseC. M. J.VoesenekL. A. C. J.. (2013). Perception of low red:far-red ratio compromises both salicylic acid- and jasmonic acid-dependent pathogen defences in *Arabidopsis* . Plant J. 75, 90–103. doi: 10.1111/tpj.12203, PMID: 23578319

[B18] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS.. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. doi: 10.1093/bioinformatics/bts635, PMID: 23104886 PMC3530905

[B19] ElmlingerM. W.MohrH. (1991). Coaction of blue/ultraviolet-A light and light absorbed by phytochrome in controlling the appearance of ferredoxin-dependent glutamate synthase in the Scots pine (*Pinus sylvestris* L.) seedling. Planta 183, 374–380. doi: 10.1007/BF00197736, PMID: 24193748

[B20] EspositoS.GuerrieroG.VonaV.Di Martino RiganoV.CarfagnaS.RiganoC. (2005). Glutamate synthase activities and protein changes in relation to nitrogen nutrition in barley: the dependence on different plastidic glucose-6P dehydrogenase isoforms. J. Exp. Bot. 56, 55–64. doi: 10.1093/jxb/eri006, PMID: 15501908

[B21] EversJ. B.VosJ.AndrieuB.StruikP. C. (2006). Cessation of tillering in spring wheat in relation to light interception and red: far-red ratio. Ann. Bot. 97, 649–658. doi: 10.1093/aob/mcl020, PMID: 16464875 PMC2803660

[B22] FanS. C.LinC. S.HsuP. K.LinS. H.TsayY. F. (2009). The *Arabidopsis* nitrate transporter NRT1.7, expressed in phloem, is responsible for source-to-sink remobilization of nitrate. Plant Cell 21, 2750–2761. doi: 10.1105/tpc.109.067603, PMID: 19734434 PMC2768937

[B23] FanX.XueF.SongB.ChenL.XuG.XuH. (2019). Effects of blue and red light on growth and nitrate metabolism in pakchoi. Open Chem. 17, 456–464. doi: 10.1515/chem-2019-0038

[B24] GeelenD.LurinC.BouchezD.FrachisseJ. M.LelièvreF.CourtialB.. (2000). Disruption of putative anion channel gene *AtCLC-a* in *Arabidopsis* suggests a role in the regulation of nitrate content. Plant J. 21, 259–267. doi: 10.1046/j.1365-313x.2000.00680.x, PMID: 10758477

[B25] GranstedtR. C.HuffakerR. C. (1982). Identification of the leaf vacuole as a major nitrate storage pool. Plant Physiol. 70, 410–413. doi: 10.1104/pp.70.2.410, PMID: 16662506 PMC1067160

[B26] HechtU.OelmüllerR.SchmidtS.MohrH. (1988). Action of light, nitrate and ammonium on the levels of NADH- and ferredoxin-dependent glutamate synthases in the cotyledons of mustard seedlings. Planta 175, 130–138. doi: 10.1007/BF00402890, PMID: 24221637

[B27] HoaglandD. R. (1933). The water-culture method for growing plants without soil. Calif. Agric. Exp. Stn. Circ. 347, 1–39.

[B28] HodinJ.LindC.MarmagneA.EspagneC.BianchiM. W.De AngeliA.. (2023). Proton exchange by the vacuolar nitrate transporter CLCa is required for plant growth and nitrogen use efficiency. Plant Cell 35, 318–335. doi: 10.1093/plcell/koac325, PMID: 36409008 PMC9806559

[B29] HuY.FernándezV.MaL. (2014). Nitrate transporters in leaves and their potential roles in foliar uptake of nitrogen dioxide. Front. Plant Sci. 5. doi: 10.3389/fpls.2014.00360, PMID: 25126090 PMC4115617

[B30] HuangL.ZhangH.ZhangH.DengX. W.WeiN. (2015). *HY5* regulates nitrite reductase 1 (*NIR1*) and ammonium transporter1;2 (*AMT1;2*) in *Arabidopsis* seedlings. Plant Sci. 238, 330–339. doi: 10.1016/j.plantsci.2015.05.004, PMID: 26259199 PMC4719586

[B31] HuberM.NieuwendijkN. M.PantazopoulouC. K.PierikR. (2021). Light signalling shapes plant-plant interactions in dense canopies. Plant Cell Environ. 44, 1014–1029. doi: 10.1111/pce.13912, PMID: 33047350 PMC8049026

[B32] JohnsonC. F.LanghansR. W.AlbrightL. D.CombsG. F.WelchR. M.HellerL.. (1999). Spinach: Nitrate analysis of an advanced life support (ALS) crop cultured under ALS candidate artificial light sources. SAE Tech. Paper, 1999–01-2107. doi: 10.4271/1999-01-2107

[B33] JonassenE. M.LeaU. S.LilloC. (2008). *HY5* and *HYH* are positive regulators of nitrate reductase in seedlings and rosette stage plants. Planta 227, 559–564. doi: 10.1007/s00425-007-0638-4, PMID: 17929051

[B34] JonesR. W.SheardR. W. (1972). Nitrate reductase activity: phytochrome mediation of induction in etiolated peas. Nature 238, 221–222. doi: 10.1038/newbio238221a0, PMID: 4506207

[B35] KnezevicS. Z.DattaA. (2015). The critical period for weed control: Revisiting data analysis. Weed Sci. 63, 188–202. doi: 10.1614/WS-D-14-00035.1

[B36] KomarovaN. Y.ThorK.GublerA.MeierS.DietrichD.WeichertA.. (2008). AtPTR1 and AtPTR5 transport dipeptides in planta. Plant Physiol. 148, 856–869. doi: 10.1104/pp.108.123844, PMID: 18753286 PMC2556804

[B37] KonishiM.YanagisawaS. (2013). *Arabidopsis* NIN-like transcription factors have a central role in nitrate signalling. Nat. Commun. 4, 1617. doi: 10.1038/ncomms2621, PMID: 23511481

[B38] KrappA. (2015). Plant nitrogen assimilation and its regulation: a complex puzzle with missing pieces. Curr. Opin. Plant Biol. 25, 115–122. doi: 10.1016/j.pbi.2015.05.010, PMID: 26037390

[B39] KrappA.DavidL. C.ChardinC.GirinT.MarmagneA.LeprinceA. S.. (2014). Nitrate transport and signalling in *Arabidopsis* . J. Exp. Bot. 65, 789–798. doi: 10.1093/jxb/eru001, PMID: 24532451

[B40] LarsonE.HowlettB.JagendorfA. (1986). Artificial reductant enhancement of the Lowry method for protein determination. Anal. Biochem. 155, 243–248. doi: 10.1016/0003-2697(86)90432-x, PMID: 3728976

[B41] LeaP. J.BlackwellR. D.ChenF. L.HetchU. (1990). “The enzymes of ammonia assimilation,” in Methods in plant biochemistry, vol. 3 . Ed. LeaP. J. (London: Acad. Press), 257–276.

[B42] LemaireS. D.MicheletL.ZaffagniniM.MassotV.Issakidis-BourguetE. (2007). Thioredoxins in chloroplasts. Curr. Genet. 51, 343–365. doi: 10.1007/s00294-007-0128-z, PMID: 17431629

[B43] LéranS.VaralaK.BoyerJ. C.ChiurazziM.CrawfordN.Daniel-VedeleF.. (2014). A unified nomenclature of NITRATE TRANSPORTER 1/PEPTIDE TRANSPORTER family members in plants. Trends Plant Sci. 19, 5–9. doi: 10.1016/j.tplants.2013.08.008, PMID: 24055139

[B44] LiaoY.SmythG. K.ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. doi: 10.1093/bioinformatics/btt656, PMID: 24227677

[B45] LibensonS.RodriguezV.PereiraM. L.SánchezR. A.CasalJ. J. (2002). Low red to far-red ratios reaching the stem reduce grain yield in sunflower. Crop Sci. 42, 1180–1185. doi: 10.2135/cropsci2002.1180

[B46] LichterA.HaüberleinI. (1998). A light-dependent redox signal participates in the regulation of ammonia fixation in chloroplasts of higher plants-ferredoxin:glutamate synthase is a thioredoxin-dependent enzyme. J. Plant Physiol. 153, 83–90. doi: 10.1016/S0176-1617(98)80049-7

[B47] LilloC. (2008). Signalling cascades integrating light-enhanced nitrate metabolism. Biochem. J. 415, 11–19. doi: 10.1042/BJ20081115, PMID: 18778247

[B48] LilloC.AppenrothK. J. (2001). Light regulation of nitrate reductase in higher plants: Which photoreceptors are involved? Plant Biol. 3, 455–465. doi: 10.1055/s-2001-17732

[B49] LiuX.BushD. R. (2006). Expression and transcriptional regulation of amino acid transporters in plants. Amino Acids 30, 113–120. doi: 10.1007/s00726-005-0248-z, PMID: 16525755

[B50] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. doi: 10.1186/s13059-014-0550-8, PMID: 25516281 PMC4302049

[B51] LuY. T.LiuD. F.WenT. T.FangZ. J.ChenS. Y.LiH.. (2022). Vacuolar nitrate efflux requires multiple functional redundant nitrate transporter in *Arabidopsis thaliana* . Front. Plant Sci. 13. doi: 10.3389/fpls.2022.926809, PMID: 35937356 PMC9355642

[B52] MarchandC.Le MaréchalP.MeyerY.Miginiac-MaslowM.Issakidis-BourguetE.DecottigniesP. (2004). New targets of *Arabidopsis* thioredoxins revealed by proteomic analysis. Proteomics 4, 2696–2706. doi: 10.1002/pmic.200400805, PMID: 15352244

[B53] MartinoiaE.HeckU.WiemkenA. (1981). Vacuoles as storage compartments for nitrate in barley leaves. Nature 289, 292–294. doi: 10.1038/289292a0

[B54] Masclaux-DaubresseC.Daniel-VedeleF.DechorgnatJ.ChardonF.GaufichonL.SuzukiA. (2010). Nitrogen uptake, assimilation and remobilization in plants: challenges for sustainable and productive agriculture. Ann. Bot. 105, 1141–1157. doi: 10.1093/aob/mcq028, PMID: 20299346 PMC2887065

[B55] MotohashiK.KondohA.StumppM. T.HisaboriT. (2001). Comprehensive survey of proteins targeted by chloroplast thioredoxin. Proc. Natl. Acad. Sci. U.S.A. 98, 11224–11229. doi: 10.1073/pnas.191282098, PMID: 11553771 PMC58711

[B56] NeiningerA.KronenbergerJ.MohrH. (1992). Coaction of light, nitrate and a plastidic factor in controlling nitrite-reductase gene expression in tobacco. Planta 187, 381–387. doi: 10.1007/BF00195662, PMID: 24178079

[B57] PageE. R.TollenaarM.LeeE. A.LukensL.SwantonC. J. (2009). Does the shade avoidance response contribute to the critical period for weed control in maize (*Zea mays*)? Weed Res. 49, 563–571. doi: 10.1111/j.1365-3180.2009.00735.x

[B58] PajueloP.PajueloE.FordeB. G.MárquezA. J. (1997). Regulation of the expression of ferredoxin-glutamate synthase in barley. Planta 203, 517–525. doi: 10.1007/s004250050221, PMID: 9421934

[B59] PerchlikM.TegederM. (2018). Leaf amino acid supply affects photosynthetic and plant nitrogen use efficiency under nitrogen stress. Plant Physiol. 178, 174–188. doi: 10.1104/pp.18.00597, PMID: 30082496 PMC6130036

[B60] PilgrimM. L.CasparT.QuailP. H.McClungC. R. (1993). Circadian and light-regulated expression of nitrate reductase in *Arabidopsis* . Plant Mol. Biol. 23, 349–364. doi: 10.1007/BF00029010, PMID: 8219070

[B61] PotelF.ValadierM. H.Ferrario-MéryS.GrandjeanO.MorinH.GaufichonL.. (2009). Assimilation of excess ammonium into amino acids and nitrogen translocation in *Arabidopsis thaliana*- roles of glutamate synthases and carbamoylphosphate synthetase in leaves. FEBS J. 276, 4061–4076. doi: 10.1111/j.1742-4658.2009.07114.x, PMID: 19555410

[B62] RaghuramN.SoporyS. K. (1999). Roles of nitrate, nitrite and ammonium ion in phytochrome regulation of nitrate reductase gene expression in maize. Biochem. Mol. Biol. Int. 47, 239–249. doi: 10.1080/15216549900201253, PMID: 10205669

[B63] RajasekharV. K.GowriG.CampbellW. H. (1988). Phytochrome-mediated light regulation of nitrate reductase expression in squash cotyledons. Plant Physiol. 88, 242–244. doi: 10.1104/pp.88.2.242, PMID: 16666287 PMC1055560

[B64] RubertiI.SessaG.CiolfiA.PossentiM.CarabelliM.MorelliG. (2012). Plant adaptation to dynamically changing environment: the shade avoidance response. Biotechnol. Adv. 30, 1047–1058. doi: 10.1016/j.bioteChadv.2011.08.014, PMID: 21888962

[B65] SakakibaraH.KawabataS.HaseT.SugiyamaT. (1992). Differential effect of nitrate and light on the expression of glutamine synthetase and ferredoxin-dependent glutamate synthase in maize. Plant Cell Physiol. 33, 1193–1198. doi: 10.1093/oxfordjournals.pcp.a078373

[B66] SasakawaH.YamamotoY. (1979). Effects of red, far red, and blue light on enhancement of nitrate reductase activity and on nitrate uptake in etiolated rice seedlings. Plant Physiol. 63, 1098–1101. doi: 10.1104/pp.63.6.1098, PMID: 16660864 PMC542977

[B67] SchambowT. J.AdjesiworA. T.LorentL.KnissA. R. (2019). Shade avoidance cues reduce *Beta vulgaris* growth. Weed Sci. 67, 311–317. doi: 10.1017/wsc.2019.2

[B68] SchmittJ.StinchcombeJ. R.HeschelM. S.HuberH. (2003). The adaptive evolution of plasticity: phytochrome-mediated shade avoidance responses. Integr. Comp. Biol. 43, 459–469. doi: 10.1093/icb/43.3.459, PMID: 21680454

[B69] SharmaA. K.RaghuramN.ChandokM. R.DasR.SoporyS. K. (1994). Investigations on the nature of the phytochrome-induced transmitter for the regulation of nitrate reductase in etiolated leaves of maize. J. Exp. Bot. 45, 485–490. doi: 10.1093/jxb/45.4.485

[B70] SherametiI.SoporyS. K.TrebickaA.PfannschmidtT.OelmullerR. (2002). Photosynthetic electron transport determines nitrate reductase gene expression and activity in higher plants. J. Biol. Chem. 277, 46594–46600. doi: 10.1074/jbc.M202924200, PMID: 12244040

[B71] ShinglesR.RohM. H.McCartyR. E. (1996). Nitrite transport in chloroplast inner envelope vesicles (I. Direct measurement of proton-linked transport). Plant Physiol. 112, 1375–1381. doi: 10.1104/pp.112.3.1375, PMID: 12226452 PMC158066

[B72] SugiuraM.GeorgescuM. N.TakahashiM. (2007). A nitrite transporter associated with nitrite uptake by higher plant chloroplasts. Plant Cell Physiol. 48, 1022–1035. doi: 10.1093/pcp/pcm073, PMID: 17566055

[B73] SuzukiA.BurkhartW.RothsteinS. (1996). Nitrogen effects on the induction of ferredoxin-dependent glutamate synthase and its mRNA in maize leaves under the light. Plant Sci. 114, 83–91. doi: 10.1016/0168-9452(95)04309-8

[B74] SuzukiA.RioualS.LemarchandS.GodfroyN.RouxY.BoutinJ. P.. (2001). Regulation by light and metabolites of ferredoxin-dependent glutamate synthase in maize. Physiol. Plant 112, 524–530. doi: 10.1034/j.1399-3054.2001.1120409.x, PMID: 11473712

[B75] TellerS.SchmidtK. H.AppenrothK. J. (1996). Ferredoxin-dependent but not NADH-dependent glutamate synthase is regulated by photochrome and a blue/UV-A light receptor in turions of *Spirodela polyrhiza* . Plant Physiol. Biochem. 34, 713–719.

[B76] TollenaarM. (1989). Response of dry matter accumulation in maize to temperature: I. Dry matter partitioning. Crop Sci. 29, 1239–1246. doi: 10.2135/cropsci1989.0011183X002900050030x

[B77] TsayY. F.ChiuC. C.TsaiC. B.HoC. H.HsuP. K. (2007). Nitrate transporters and peptide transporters. FEBS Lett. 581, 2290–2300. doi: 10.1016/j.febslet.2007.04.047, PMID: 17481610

[B78] UmarA. S.IqbalM. (2007). Nitrate accumulation in plants, factors affecting the process, and human health implications, A review. Agron. Sustain. Dev. 26, 45–57. doi: 10.1051/agro:2006021

[B79] UnklesS. E.HawkerK. L.GrieveC.CampbellE. I.MontagueP.KinghornJ. R. (1991). *crnA* encodes a nitrate transporter in *Aspergillus nidulans* . Proc. Natl. Acad. Sci. U.S.A. 88, 204–208. doi: 10.1073/pnas.88.1.204, PMID: 1986367 PMC50778

[B80] Van GelderenK.KangC.LiP.PierikR. (2021). Regulation of lateral root development by shoot-sensed far-Red light via HY5 is nitrate-dependent and involves the NRT2.1 nitrate transporter. Front. Plant Sci. 12. doi: 10.3389/fpls.2021.660870, PMID: 33868355 PMC8045763

[B81] VidalE. A.AlvarezJ. M.ArausV.RiverasE.BrooksM. D.KroukG.. (2020). Nitrate in 2020: Thirty years from transport to signaling networks. Plant Cell 32, 2094–2119. doi: 10.1105/tpc.19.00748, PMID: 32169959 PMC7346567

[B82] von der Fecht-BartenbachJ.BognerM.DynowskiM.LudewigU. (2010). CLC-b-mediated NO_3_ ^-^/H^+^ exchange across the tonoplast of *Arabidopsis* vacuoles. Plant Cell Physiol. 5, 960–968. doi: 10.1093/pcp/pcq062, PMID: 20430762

[B83] WarnasooriyaS. N.BrutnellT. P. (2014). Enhancing the productivity of grasses under high-density planting by engineering light responses: from model systems to feedstocks. J. Exp. Bot. 65, 2825–2834. doi: 10.1093/jxb/eru221, PMID: 24868036

[B84] WeijschedéJ.MartínkováJ.de KroonH.HuberH. (2006). Shade avoidance in *Trifolium repens*: costs and benefits of plasticity in petiole length and leaf size. New Phytol. 172, 655–666. doi: 10.1111/j.1469-8137.2006.01885.x, PMID: 17096792

[B85] WeinigC.DelphL. F. (2001). Phenotypic plasticity early in life constrains developmental responses later. Evolution 55, 930–936. doi: 10.1554/0014-3820(2001)055[0930:ppeilc]2.0.co;2, PMID: 11430653

[B86] WrayJ. L.FidoR. J. (1990). “Nitrate reductase and nitrite reductase,” in Methods in plant biochemistry, vol. 3 . Ed. LeaP. J. (London: Academic press), 241–256.

[B87] XiangS.WuS.JingY.ChenL.YuD. (2021). Phytochrome B regulates jasmonic acid-mediated defense response against *Botrytis cinerea* in *Arabidopsis* . Plant Divers. 44, 109–115. doi: 10.1016/j.pld.2021.01.007, PMID: 35281129 PMC8897165

[B88] XieX. Z.XueY. J.ZhouJ. J.ZhangB.ChangH.TakanoM. (2011). Phytochromes regulate SA and JA signaling pathways in rice and are required for developmentally controlled resistance to *Magnaporthe grisea* . Mol. Plant 4, 688–696. doi: 10.1093/mp/ssr005, PMID: 21357645

[B89] YangX.NianJ.XieQ.FengJ.ZhangF.JingH.. (2016). Rice ferredoxin-dependent glutamate synthase regulates nitrogen-carbon metabolomes and is genetically differentiated between *japonica* and *indica* subspecies. Mol. Plant 9, 1520–1534. doi: 10.1016/j.molp.2016.09.004, PMID: 27677460

[B90] YaoX.NieJ.BaiR.SuiX. (2020). Amino acid transporters in plants: Identification and function. Plants (Basel) 9, 972. doi: 10.3390/plants9080972, PMID: 32751984 PMC7466100

[B91] YoneyamaT.SuzukiA. (2020). Light-independent nitrogen assimilation in plant leaves: Nitrate incorporation into glutamine, glutamate, aspartate, and asparagine traced by ^15^N. Plants (Basel) 9, 1303. doi: 10.3390/Fplants9101303, PMID: 33023108 PMC7600499

[B92] ZayedO.HewedyO. A.AbdelmotelebA.AliM.YoussefM. S.RoumiaA. F.. (2023). Nitrogen journey in plants: From uptake to metabolism, stress response, and microbe interaction. Biomolecules 13, 1443. doi: 10.3390/biom13101443, PMID: 37892125 PMC10605003

[B93] ZhuA.IbrahimJ. G.LoveM. I. (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics 35, 2084–2092. doi: 10.1093/bioinformatics/bty895, PMID: 30395178 PMC6581436

How the deposited data were processed for this re-analysis (not part of the article)

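The deposited data come from 9 RNA-seq libraries of maize, 3 from a weed-free control, 3 from biological low R:FR light and 3 from artificial low R:FR light, each made from a pool of 3 plants. The groups were taken from the sample labels, and 0 columns of values per library were left unmapped.

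The authors deposited a signal table of 30184 genes, in which the read count of each gene is divided by 1 DESeq2 size factor per library. The comparison tables that the authors deposited also hold a signal value, the mean of these normalized counts over all 9 libraries, and the deposited expression file of each library holds a coverage value, the mean read depth of each gene. In the same comparison tables the authors give log2 fold changes, computed with DESeq2 and perhaps shrunken, and a p-value with its adjusted form for each gene. The deposited p-value of each of the 30184 genes is the same in both tables against the control. The files per library also hold FPKM and TPM values computed by the authors, and the TPM values of each library have the same sum. Raw counts were not used here, since whole reads could be recovered from the normalized values of 8 libraries. Reads that name no gene made up 12.2% in the comparison table of both treatments.

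Values of the normalized table were turned into whole reads by dividing by what 1 read is worth in the library, with a tolerance of 0.01. In artificial replicate 2 this step is 0.997, too near 1 to tell a recovered read from a value that was never divided, so that library was left out of tests on reads, which therefore used artificial replicates 1 and 3. The recovered totals per group have medians of 29845324 in the control, 28262228 under biological light and 31098648 under artificial light. At these depths a normalized count of 10 stands for about 10 reads, and genes that did not reach 10 in at least 3 of the 6 libraries of a comparison were left out of the limma test, except where no filter was the alternative.

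The normalized counts were set to log2(value + 1) and compared with limma 3.58.1, with a trend of the variance over the mean, for each pair of groups over their 6 libraries. p-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene passed at an adjusted p under 0.1. The paper's text states no threshold, and 0.1 was inferred from its Supplementary Table 2. DESeq2 1.42.0 (Wald test) and edgeR 4.0.16 (quasi-likelihood) were run on the recovered reads, with R 4.3.3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used to prepare the tables.

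Of 48 lists of genes by function, 40 hold at least 1 gene with a name in the table and 8 hold none. After the gene names of the table were known, and before any test, 30 lists were extended by families of gene symbols, 13 lists were added and 7 matches of symbols were left out because the annotation gave the gene another identity or did not show the expected one. For each list the members called over all genes were counted, then those called when adjusted over the list alone. Lists with at least 3 members were tested with camera of limma at a preset correlation between genes of 0.01, and again with an estimated correlation. Gene positions are those of the RefSeq annotation of Zm-B73-REFERENCE-NAM-5.0, in which 93.9% of the matched genes have the same start and end as in the deposited files. The identifiers that the paper prints are of another kind and are not paired with these, so the genes the paper lists could not be looked up one by one. In the deposited table 946 entries carry identifiers of a further kind, which are not those of the paper either.

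The genes named in the text follow a rule. It takes every gene the paper names by identifier, whose values had been seen in the paper. It takes, per comparison, up to 12 named genes with the largest rise and up to 12 with the largest fall among those that passed, with a mean normalized count of at least 50 and no overlap between the groups. For each list it takes the called members with the smallest adjusted p, up to 4 per direction. Genes outside the rule are marked as such where they appear. The groups, the test, the threshold, the 48 lists, the rule for named genes and the alternatives were set before the data were examined, apart from the alternatives said to have been added.

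The alternatives were an adjusted p under 0.05, a minimum fold of 1.5, pseudocounts of 0.5 and 5, no filter on low values, TMM normalization, TPM values, all 9 libraries in 1 fit, the replicate number as a block, leaving out each library in turn, DESeq2 and the estimated correlation. Added later were edgeR, the removal of a trend over gene length (a smooth curve with a span of 0.3) and limma over artificial replicates 1 and 3. Whether replicate numbers pair libraries was checked by the correlation of replicates with the same number after the group means were removed. Between biological and artificial light it was 0.124, 0.255 and 0.146 for the 3 numbers, all above 0.1, so that comparison was also run with the number as a block, which gave 0 genes in limma as without it. Against the control the correlations were -0.007 to 0.125 for biological light and -0.0033 to 0.095 for artificial light, and the reported test there has no block. The paper describes a randomized complete block design, and whether a replicate number stands for a block is not given in the sources used here, so the counts with the number as a block are given beside the others.

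The tests were checked on simulated data with 200 changed genes per comparison. Of genes changed 4-fold, limma found 89.4% between biological light and the control, 100% between artificial light and the control and 90.9% between both treatments. Of genes changed 1.5-fold it found 1.49%, 47.8% and 1.49%, and DESeq2 found 11.9%, 50.7% and 8.96%. Of genes changed 2-fold limma found 19.4%, 94% and 16.4%, and DESeq2 found 61.2%, 92.5% and 32.8%. The share of false calls was 18.9%, 14.8% and 15.3% in limma, and 41.1%, 19% and 43.2% in DESeq2. The overlap that comes from the shared control was simulated 100 times with unchanged groups.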

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

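The correlation with gene length and the label test for biological replicate 3, the counts over other splits of the libraries and the removal of a trend over gene length were chosen only after the result was seen. Biological replicate 3 was picked out because its mean distance to the other 8 libraries was 0.9093, and the gap to the next library was 0.777 of the whole range, above the limit for 9 libraries, which chance passes in about 1 in 20 groups. An error in the normalized table alone is argued against by the TPM values, in which the 897 genes at least 4-fold low in this library had a median log2 deviation of -1.12, with a 95% interval of -1.21 to -1.05 over 2000 resamples (medians of -0.74 to -0.47 for such genes of the other libraries). The bound of -1 was set before that value was seen, and the demand that the interval lie past it was added afterwards. Whether its label was exchanged with a library of another group cannot be told from the distances, since it lay far from every group. Its mean distance was 0.8795 to the weed-free, 0.9235 to the artificial and 0.9326 to the other biological libraries. No other library lay further than 0.757 from any group. A bias over gene length is a candidate explanation, with a rank correlation of -0.463 between deviation and length where the other libraries had -0.0183 to 0.185, while what produced it and a biological difference between the pools of plants were not tested.

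Whether that bias explains the small number of genes between biological low R:FR light and the control cannot be told. With the trend over length removed the count in limma went from 11 to 73, including all 11, between the bounds set for a cause and against one, while without biological replicate 3 it was 1932. The 6 libraries of a comparison make 10 splits, too few for a share under 0.05. Between biological light and the control the real split called 11 genes and the highest of the others 0, so 1 of 10 splits gave as many. Between artificial light and the control they called 5121 and 0, again 1 of 10, and between both treatments 0 and 0, so 10 of 10. For that last 0, limma had 1962 genes at an unadjusted p under 0.05, edgeR called 0 and DESeq2 250.

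Cytosolic ribosomal protein genes, which the paper does not discuss, were lower under artificial low R:FR light than in the libraries labelled control, with 22 of 32 members called and 24 when adjusted over the list alone, and under biological light 29 of 32 folds were negative (camera adjusted p = 0.0414, and adjusted p = 0.834 with an estimated correlation), with a median of -0.19, or -0.38 and 4 called without biological replicate 3. The median log2 fold change was -0.42, with -0.63 for rps4 (LOC103644306, standard error 0.10) and -0.48 for rpl29 (LOC541790, standard error 0.08), and camera gave an adjusted p = 3.645e-09, and adjusted p = 0.787 with an estimated correlation. A bias over gene length as the whole cause is argued against by 18 members still called lower with the trend removed, and a scaling of the libraries by a median relative to all genes of -0.408 on TPM values and -0.433 with TMM. The number called was 14 without artificial replicate 1 or weed-free replicate 1, 12 without weed-free replicate 3, and 0 by limma with all 9 libraries in 1 fit, against 19 in DESeq2 and 23 in edgeR. In the same comparison 2 of 3 markers of epidermis and cuticle fell (median -0.353), though their list did not pass (camera adjusted p = 0.134). A shift in the share of cell types was not tested and stays open beside a response to the light. With exchanged labels the direction would turn around.

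Cellulose synthase genes, also outside the paper's text, were picked out because 10 of 13 members fell and 1 rose under artificial low R:FR light (10 and 1 when adjusted over the list alone). The log2 fold changes were -1.34 for cesa11 (LOC542139, standard error 0.20) and -1.16 for cesa10 (LOC542685, standard error 0.18), with a camera adjusted p = 4.666e-05, and adjusted p = 0.787 with an estimated correlation. In that comparison 2 of 3 epidermis and cuticle markers fell as well, though their list did not pass (camera adjusted p = 0.134). Under biological light 7 of 13 folds were positive (median 0.11, 0 called in limma), and without biological replicate 3 the median was 0.05 and 2 members were called higher. Between both treatments 0 of 13 passed over all genes in limma, and 10 were higher under biological light when adjusted over the list alone (camera adjusted p = 1.368e-11, and adjusted p = 0.672 with an estimated correlation). The list was picked out for its fall in the same artificial libraries, so this comparison is not separate evidence.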

How the results depend on the processing

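edgeR, the removal of a trend over gene length and limma over artificial replicates 1 and 3 were added after the data were seen. A pseudocount of 0.5, no filter on low values, TMM and edgeR left the counts of genes, of common genes and of list members within 1.5 times those reported. No result changed direction past its threshold, with 0 reversed. Numbers of list members and of lists in this part cover the lists fixed at the start, extensions included, and leave out the 13 lists added later, such as those of HAK transporters and cellulose synthases.

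At an adjusted p under 0.05 limma called 2 genes under biological light, 2931 under artificial light, 1 common gene and 77 list members under artificial light, as a stricter threshold must lower counts. With a minimum fold of 1.5 it called 2216 genes (742 higher, 1474 lower) and 50 list members under artificial light. With a pseudocount of 5 the direct comparison of both treatments gave 24 genes and 1 list member. On TPM values the counts were 50 genes under biological light (37 higher, 13 lower), 18 between both treatments, 30 common genes, and 5 and 1 list members under biological light and between both treatments. With all 9 libraries in 1 fit they were 94 under biological light, 1134 under artificial light, 263 between both treatments and 57 common, with 4, 27 and 10 list members and 7 lists called by camera under artificial light. With the replicate number as a block, biological light gave 1 gene, 0 genes were common in limma, and camera called 8 lists under artificial light. DESeq2 gave 449 genes under biological light, 250 between both treatments, 267 common genes with a further 6 opposite, and 23 and 15 list members. With the trend over gene length removed the counts were 73 under biological light, 43 between both treatments and 48 common. With an estimated correlation camera called 0 of these lists in each comparison, against 6, 4 and 11 with the preset one. Apart from the stricter threshold and fold, the cause was not tested.

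Leaving out 1 library at a time gave 0 to 1932 genes under biological light, 2334 to 5408 under artificial light, 0 to 106 between both treatments and 0 to 1082 common genes. Members called in the lists fixed at the start were 0 to 50 under biological light (9 without biological replicate 2, 50 without biological replicate 3, 1 without weed-free replicate 3). Under artificial light they were 63 to 134 (68 without artificial replicate 1, and 69, 76 and 63 without weed-free replicates 1, 2 and 3), and between both treatments 0 to 3 (3 without biological replicate 3). Of the lists fixed at the start camera called 1 to 12 under biological light, 3 to 8 under artificial light and 6 to 15 between both treatments. The lowest of these came without biological replicate 3 (1), artificial replicate 3 (3) and biological replicate 3 (6), and the highest under biological light without biological replicate 1 (12). The 0 calls in limma stand beside 1756, 1361 and 1114 genes at an unadjusted p under 0.05 without biological replicate 1, weed-free replicate 1 and weed-free replicate 2. The cause was not tested. Over the named genes and all settings, 8504 values stayed on their side of the threshold, 574 lost a call and 171 gained one, each in the same direction.

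The lookup of the genes that the paper lists was not run, since the identifiers do not pair. In simulated data limma found 19.4% of 2-fold changes under biological light, 94% under artificial light and 16.4% between both treatments. There the number of genes called followed the spread between pools as well as the change. Only 200 genes were changed per comparison, against 5121 called under artificial light, and each gene was drawn independently. These shares therefore need not hold in the real data. Genes under a normalized count of 10 were outside the limma test, except with no filter on low values, while DESeq2 and edgeR used filters of their own.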

Differences from the paper's values

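Of the settings named in this part, edgeR and the removal of a trend over gene length were chosen only after the result was seen. The paper's text states no threshold for a differentially expressed gene, so its counts are set beside counts at an adjusted p under 0.1 in limma. All counts follow the deposited labels, and with the weed-free and artificial libraries exchanged the number beside the paper's for biological light would be that of the direct comparison of both treatments, 0 in limma (250 in DESeq2, 0 in edgeR, 1962 genes at an unadjusted p under 0.05).

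For biological low R:FR light the paper's number of differentially expressed genes is 2277, and 11 were found here. Of the alternatives set before the data were examined, only leaving out biological replicate 3 comes within 1.5 times the paper's number, at 1932, and the others do not. On recovered reads DESeq2 gives 449.

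The paper's number of genes common to both treatments is 1124, and 9 were found here. Only leaving out biological replicate 3 comes within 1.5 times of it, at 1082, and the other alternatives set before the data were examined do not.

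The paper's share of common genes among those of biological light is 49.4%, and the value here is 81.82%. Among the alternatives set before the data were examined, an adjusted p under 0.05 (50%), TPM values (60%), all 9 libraries in 1 fit (60.64%), DESeq2 (59.47%), leaving out biological replicate 3 (56%) and leaving out artificial replicate 1 or 2 (54.55% each) come within 1.5 times of it, and the others do not, or give no share where limma called 0 genes under biological light (without biological replicate 1 or weed-free replicate 1 or 2). For the share specific to biological light the paper's value is 50.6% and the value here is 18.18%, and the same alternatives come within 1.5 times of it, at 50%, 40%, 39.36%, 40.53%, 44% and 45.45%, while the others do not. Chosen after the values were seen, edgeR (50% common) and the removal of a trend over gene length (65.75% common) also come within 1.5 times of both shares, and how many of the paper's own genes they drop cannot be counted without paired identifiers. Several of these shares rest on few genes. At an adjusted p under 0.05 it was 1 of 2 genes, without artificial replicate 1 or 2 it was 6 of 11, and in edgeR 6 of 12. The reported share is 9 of 11 genes. Nearness of such shares to the paper's carries little weight.

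The paper's share of common genes among those of artificial light is 29.6%, and the value here is 0.18%. Only leaving out biological replicate 3 comes within 1.5 times of it, at 21.13%, and the other alternatives set before the data were examined do not.

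For artificial low R:FR light the paper's 3800 genes stand beside 5121 here, within 1.5 times. Its 70.4% specific to that treatment stands beside 99.82%. A share ends at 100%, so no share above 70.4% could lie beyond 1.5 times, and this nearness carries no weight. The complement, 0.18% common beside the paper's 29.6%, is not within 1.5 times. The count is no longer within 1.5 times of the paper's with all 9 libraries in 1 fit (1134), a minimum fold of 1.5 (2216), without weed-free replicate 3 (2334) and without artificial replicate 1 (2427). Genes, rankings and directions that the paper gives by identifier were not compared one by one, because the identifiers of the deposited table and of the paper are not paired in the sources used here.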

Other observations

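In this part edgeR, the removal of a trend over gene length, the choice between 2 sets of tolerances and the setting of gene counts beside exchanged labels were chosen only after the result was seen. Genes of anthocyanin synthesis moved apart under artificial low R:FR light: a2, bz2 and bz1 rose, while the regulator pl (LOC732799) fell with a log2 fold change of -1.10 (standard error 0.19), chi1 (LOC100276821) with -0.47 (standard error 0.11) and f3h (LOC542712) with -0.69 (standard error 0.20). Of 10 members 3 rose and 4 fell, with the same counts when adjusted over the list alone. The median of the list was -0.11, its mean 0.64, and camera's direction was down with an adjusted p = 0.851. Under biological light 6 were higher and 1 lower when adjusted over the list alone, 0 passed over all genes in limma, and camera gave an adjusted p = 0.00294 upward, and adjusted p = 0.834 with an estimated correlation. Without biological replicate 3 camera called 0 of the lists fixed in advance upward, where 5 were called with it, so this call and those of the aquaporins and light-harvesting proteins below were lost. Between both treatments camera gave an adjusted p = 0.000184 for the same list, and adjusted p = 0.672 with an estimated correlation. The counts under artificial light were 2 up and 2 down without artificial replicate 1, 3 up and 2 down without weed-free replicate 2 or 3 or on TPM values, and 3 up and 1 down with all 9 libraries in 1 fit.

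Transport genes that the paper does not discuss changed as well under artificial light (n = 3 libraries per group in limma). Of 21 aquaporins 8 rose and 3 fell, 9 and 3 when adjusted over the list alone, among them nip2b (LOC541884, log2 fold change 0.92, standard error 0.09), pip (LOC542014, 1.08, standard error 0.16) and nip1a (LOC542741, -1.08, standard error 0.16). Without weed-free replicate 2, 5 rose and 1 fell, without artificial replicate 3, 8 rose and 5 fell, and with all 9 libraries in 1 fit, 3 rose and 1 fell (camera adjusted p = 0.161 over the 6 libraries). Of 18 potassium transporters of the HAK family 8 rose and 2 fell, 10 and 2 when adjusted over the list alone, with 1.37 for HAK3 (LOC103635197, standard error 0.26), 0.68 for HAK2 (LOC100194111, standard error 0.12) and -1.25 for HAK12 (LOC103641145, standard error 0.30), which lost its call without weed-free replicate 3. The list gave a camera adjusted p = 0.0133, and adjusted p = 0.787 with an estimated correlation, and the number that rose was 5 without artificial replicate 1, and 4 without weed-free replicate 2, on TPM values or with all 9 libraries in 1 fit. Of 5 sulfate and phosphate transporters 3 rose and 1 fell, 4 and 1 when adjusted over the list alone, with 1.11 for pht3 (standard error 0.12), 1.26 for pht2 (standard error 0.31) and -0.64 for pho1 (standard error 0.11), and pht2 lost its call without artificial replicate 1 or weed-free replicate 3, while with all 9 libraries in 1 fit 1 rose and 0 fell. Under biological light 9 aquaporins were higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.0166, and adjusted p = 0.834 with an estimated correlation, with a median of 0.38 that was 0.16 without biological replicate 3, where the camera call was lost), as were 4 and 0 of the potassium transporters, and 0 of either passed over all genes in limma.

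Among defence and growth genes under artificial light, the benzoxazinoid genes bx4 (LOC100382554, log2 fold change 0.49, standard error 0.09), bx5 (LOC103652726, 0.38, standard error 0.08) and bx9 (LOC100274317, 0.34, standard error 0.07) rose. Of 11 members 4 rose and 0 fell, 6 and 0 when adjusted over the list alone, with a camera adjusted p = 0.0197, and adjusted p = 0.787 with an estimated correlation. The number was 7 without artificial replicate 2, 6 in DESeq2 and in edgeR, and 0 in limma with all 9 libraries in 1 fit. Of 20 auxin genes 1 rose and 5 fell, 2 and 8 when adjusted over the list alone (camera adjusted p = 0.039, and adjusted p = 0.787 with an estimated correlation), and 2 fell without artificial replicate 1, without any 1 of the weed-free replicates, with all 9 libraries in 1 fit or with the trend over gene length removed, and 3 fell on TPM values. Among phytochromes and their interacting factors pif5 (LOC100281419) rose with 0.61 (standard error 0.10) and phyB1 (LOC100383702) with 0.41 (standard error 0.11), the latter not without artificial replicate 1 or weed-free replicate 2 or 3 or on TPM values, which makes 2 of 6 members, also when adjusted over the list alone, and both calls were lost with all 9 libraries in 1 fit. Among all 23450 genes tested under artificial light 2341 rose and 2780 fell. A few members called, here or in the lists above, therefore do not by themselves set a list apart. Of 10 light-harvesting chlorophyll-binding proteins 0 passed in limma under either treatment, with 0 under artificial and 1 under biological light when adjusted over the list alone, while DESeq2 and edgeR, over artificial replicates 1 and 3, each called 3 lower under artificial light. Under biological light 10 of 10 folds were positive (camera adjusted p = 0.00798, and adjusted p = 0.834 with an estimated correlation), with a median of 0.17. Without biological replicate 3 the median was 0.08, 1 member passed and the camera call was lost.

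Of 3 markers of epidermis and cuticle 2 fell under artificial light, 3 when adjusted over the list alone, with log2 fold changes of -0.35 for gl1 (LOC542154, standard error 0.11) and -0.56 for gl15 (LOC732805, standard error 0.16). The list gave a camera adjusted p = 0.134. None of its members was called in limma without artificial replicate 1, without weed-free replicate 1 or with all 9 libraries in 1 fit, and 1 was called without artificial replicate 2, weed-free replicate 2 or 3, on TPM values, in DESeq2 and in edgeR. Under biological light 0 passed in limma, also when adjusted over the list alone, and between both treatments 3 were higher when adjusted over the list alone (camera adjusted p = 0.00498, and adjusted p = 0.672 with an estimated correlation). Of the mesophyll markers 0 of 4 passed under artificial light in limma, DESeq2 or edgeR, with a median of 0.13, and of the bundle sheath markers 1 of 3 rose and 0 fell (1 and 1 in DESeq2 and in edgeR), with a median of 0.09.

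The authors' deposited p-values are the same in both tables against the control, and in the table of both treatments they lie within 5% of these for 100% of genes. At an adjusted p under 0.1 they pass 2075, 2075 and 2076 genes. They were therefore not read as calls of any 1 comparison.

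The read totals of the paper's Table 1 match the recovered totals of the weed-free and artificial libraries only with these groups exchanged, so an exchange of labels between the deposit and the paper may have occurred. The 52 genes of Supplementary Table 2 were set beside deposited genes by value alone, since the identifiers do not pair. For 15 some deposited gene of the same sign, and for 14 some deposited gene of the opposite sign, lay within 5% of the mean, 0.03 of the log2 fold change and 10% of the error. Such a match need not be the same gene, and a gene of the paper could count on both sides. This test therefore cannot tell, and a narrower set of tolerances, also tried, found fewer. Counts of genes run with the deposited labels: without biological replicate 3, biological light gave 1932 genes against the libraries labelled control and 1082 common genes, near the paper's 2277 and 1124. Against the libraries labelled artificial, the control if labels were exchanged, it gave 106 without that replicate and 263 at most, with all 9 libraries in 1 fit. Over all libraries neither comparison comes near the paper's counts (11 and 0 in limma, 12 and 0 in edgeR, 449 and 250 in DESeq2, with 2374 and 1962 at an unadjusted p under 0.05 in limma), and the paper's ferredoxin-dependent glutamate synthase activity, lower in both treatments, does not settle the labels, so they stay open.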
